# Th17-related mammary immunity, but not a high systemic Th1 immune response is associated with protection against *E. coli* mastitis

**DOI:** 10.1038/s41541-020-00258-4

**Published:** 2020-11-24

**Authors:** Nathan Cebron, Sarah Maman, Sarah Walachowski, Blandine Gausserès, Patricia Cunha, Pascal Rainard, Gilles Foucras

**Keywords:** Vaccines, Bacterial infection

## Abstract

Vaccination against bovine mastitis lags behind despite high demand from the dairy industry and margin for efficacy improvement. We previously compared two immunization protocols against *E. coli* using either only the intramuscular route or a combination of intramuscular and mammary ductal routes, also known as ‘prime and pull’ strategy. A homologous mammary challenge during the memory phase showed that immunization favorably modified the mastitis course, notably in locally immunized cows in comparison to intramuscular and control adjuvant-only groups. Here, we performed whole-blood profiling through RNA-seq transcriptome and plasma cytokine 15-plex analyses at time points of the *E. coli* mastitis that showed significant clinical and laboratory differences among the groups. Diminished production of inflammatory cytokines and increased IFNγ were detected in the blood of immunized cows, where a T lymphocyte activation profile was evidenced at 12-h post infection. Acute phase neutropenia was less severe in these cows, and pathways related to neutrophil diapedesis and monocyte activation were also present. Furthermore, three intramammary-immunized cows showing faster healing and shorter mastitis duration had gene profiles that differed from their counterparts, but without any clue for the mastitis susceptibility difference. Inasmuch, when gene expression of CD4 T cells was assessed in mammary tissue, enrichment of IL-17-associated pathways was identified in the quarters of intramammary-immunized cows not only after challenge but also in the control quarters that were not infected. These findings indicate that local immunization mobilizes protective mechanisms that rely on the settlement of type 3 immunity-related CD4 T cells prior to infection.

## Introduction

Mastitis is a major disease of dairy cows^1^, which develops upon infection of the mammary gland by various bacterial species. Clinical cases are mainly due to *Escherichia coli* and *Streptococcus uberis*, while *Staphylococcus aureus* is more frequently isolated from chronic subclinical mastitis. Infection can easily be detected due to leukocyte recruitment in mammary tissue, and ultimately in milk, leading to an increased milk somatic cell count (SCC), an indicator widely implemented in dairy control programmes^2^.

Mastitis prevention and cure heavily rely on antibiotics, so that mastitis is the main reason for their common usage in dairy cattle^3^. Alternatives to antibiotic treatment are needed to reduce their use and the spread of antibiotic resistance^4^. Development of strategies to increase mammary defences is a major possibility, and among immune-based approaches, vaccination would be a good path to follow^5^. Unfortunately, marketed vaccines based on bacterins, such as the *E. coli* J5, suffer a certain number of limitations that lessen their generalized utilization in dairy herds. These vaccines have shown a low reduction of clinical mastitis incidence upon natural exposure, and they mainly reduce the severity of mastitis and milk losses^6,7^. Since new developments are needed to overcome the low efficacy of available commercial vaccines, the slow progress is partly due to the lack of knowledge about the way vaccines operate in the mammary gland and about the exact protective mechanisms against infection.

In effect, the local immune response relies essentially on early and efficient recruitment of neutrophil granulocytes to control bacterial infections. Antibodies in the IgG1 and G2 isotypes, and to a lesser extent IgA since their concentration is lower in ruminants compared to other mammals, do not seem to play a major role although they are generally induced by current vaccines.

Vaccine delivery via mucosal routes is an interesting alternative to parenteral administration^8^. Local immunization through respiratory, digestive, and genital mucosal surfaces has been shown to induce local immunity associated with tissue-resident CD4 and CD8 memory T cells^9–11^. The mammary gland does not have a mucosal surface strictly speaking, although it is sometimes affiliated to the mucosal common immune system. Surprisingly, the induction of a robust immune response against mammary pathogens through intramammary (IMM) immunization has rarely been reported in dairy ruminants. Pioneering work by Lascelles^12^ used living staphylococci in dairy ewes, but the main limitation of these studies is that no information is available on the mammary status and ensuing inflammation before injection of the challenge inoculum. The presence of high SCC at the time of experimental infection may have prevented the proliferation of the bacterial inoculum and thus the development of mastitis. More recently, immunization locally with killed *Streptococcus uberis* had favorable effects on the reduction of mastitis frequency on the next lactation in dairy cows^13^. Local injection with a low number of dead *E. coli* bacteria also had some protective effects, although it is doubtful if immunity was really present at the time of challenge due to the low severity of the induced mastitis in the control group^14^.

In a vaccination trial against bovine *E. coli* mastitis previously reported by us^15^, we used a local administration of *E. coli* crude antigens after a primary intramuscular (IM) immunization, also known as ‘prime and pull’ strategy. Compared to IM route alone, we showed that the booster injection via the ductal route improved the immunization protocol efficacy. The antibody response did not seem to play a significant role in the immune defences in this case, and the development of a cell-associated immunity with interferon-γ (IFNγ) production in the milk of immunized cows was evident. Indeed, the cell-mediated response may be essential to improve the protective response against *E. coli* mastitis.

To improve our knowledge about vaccine-based cellular immunity against *E. coli* infection, we performed a whole-blood transcriptome analysis on the samples collected during the mastitis trial, and also the immunization phase of the study previously described^15^. By combining high-throughput assessment of whole-blood transcriptome and cytokine protein expression, we describe here the systemic response during *E. coli* mastitis. Furthermore, we provide evidence that the settlement of interleukin-17 (IL-17)-producing T helper cells in the mammary tissue improves immunity to *E. coli* mammary infections.

## Results

### Clinical and biological differences among experimental groups upon *E. coli* mammary challenge

The mastitis trial contained two different immunization treatment groups (IM or IMM, *n* = 6 per group), and a control (CONT, *n* = 6) group that only received the same adjuvant intramuscularly at the indicated dates (Fig. 1a). The ensuing results have been previously described in more details over a course of 10 days^15^. Here, we summed up the main clinical and biological differences observed during the challenge. Indeed, in order to look for mechanisms and the specific effects of each immunization scheme, three time points (0, 12, and 40 hpi) were selected as the most discriminant among the groups, where significant differences were evidenced (Kruskal–Wallis, *p* < 0.05), and corresponding to the acute (12 hpi) and the late (40 hpi) phases of the *E. coli* mastitis. Several criteria are considered: the systemic clinical score (Fig. 1b), white blood cell (Fig. 1c**)**, and neutrophil (Fig. 1d) counts; milk production (Fig. 1e); the mammary clinical score (Fig. 1f), and milk bacteriological load (Fig. 1g).

**Fig. 1:**
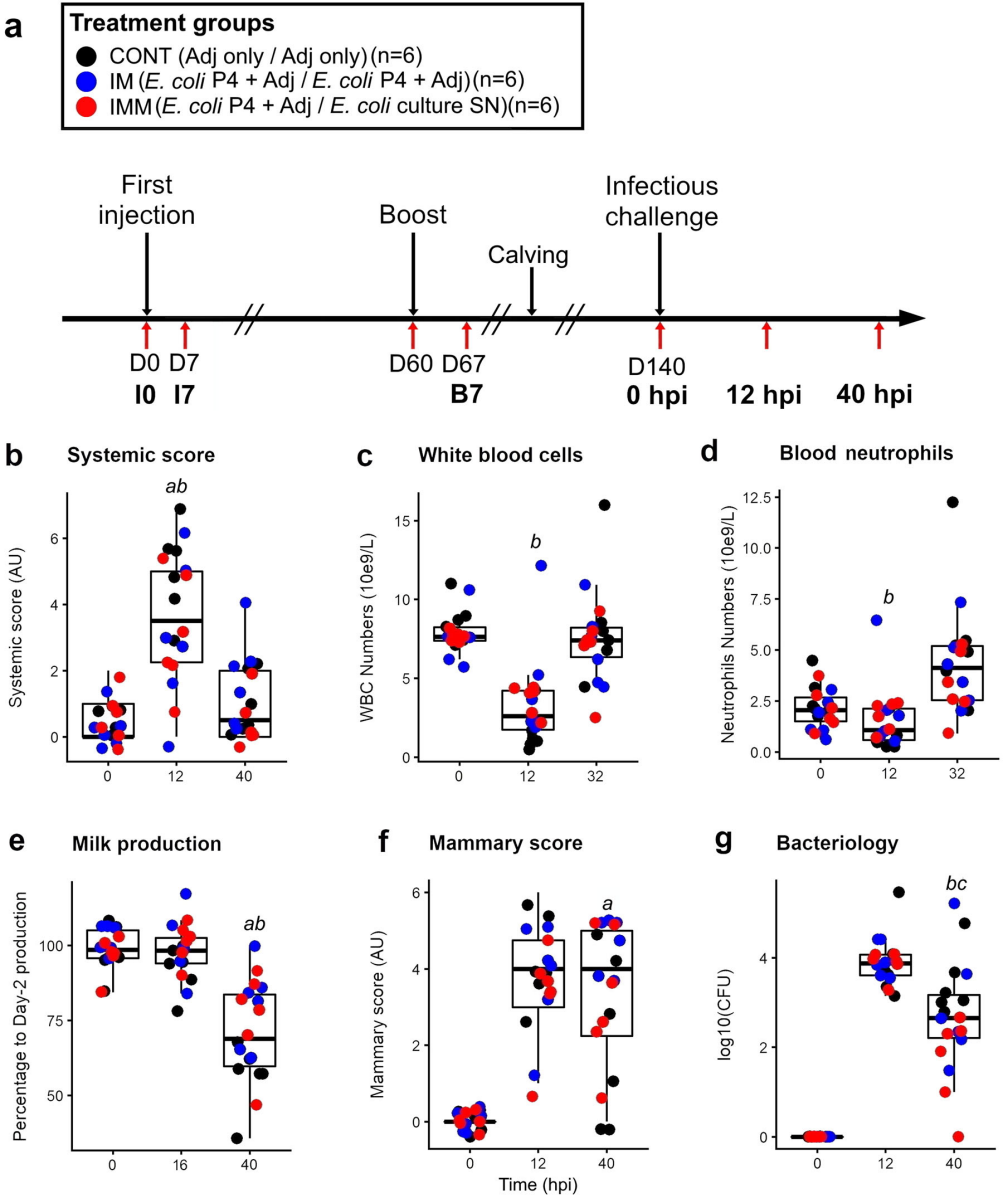
Clinical, hematological, and mammary response of the cows according to their immunization group at three informative time points of the *E. coli* mastitis course. **a** Experimental scheme with immunization and experimental challenge phases. Systemic (**b**) and mammary (**f**) clinical scores were established as composite values of several signs recorded by observers blind to the treatment. Milk production expressed as the relative percentage of milk produced at each time compared to the average production before inoculation (**e**). Milk bacteriology (**g**) expressed as the log 10 value of colony-forming units per mL of milk, white blood cells (**c**) and neutrophils (**d**) counts are presented at the same times. Each dot corresponds to an individual cow with colors indicating the treatment group and the box plot showing the mean and standard deviation at each time point. Letter indicate a difference (Kruskal–wallis, *p* < 0.05) between groups (**a**: CONT vs IM; **b**: CONT vs IMM; **c**: IM vs IMM).

In addition, blood samples collected at day 0 (I0), and 7 days after the IM immunization (I7) and the booster injections (B7) were included in the analysis. 

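Blood was taken from the same cows before immunization (I0), 7 days after the first injection (I7), 7 days after the booster (B7), just before the bacterial challenge of one mammary gland in lactation (0 hpi), and at 12 and 40 h post infection. The first injection was given intramuscularly to all cows in late gestation, as heat-killed *E. coli* P4 in an oil adjuvant in the IM and IMM groups and as the adjuvant alone in the CONT group. For the booster, the IM and CONT cows received the same preparation again, and the IMM cows received proteins of an *E. coli* P4 culture supernate through the mammary ductal route. The names of the samples taken at 0 hpi carry the code C4, whereas their time label and the paper both give 0 h, which was used. Stranded libraries of polyadenylated RNA were sequenced as read pairs on an Illumina HiSeq instrument, so that a pair comes from one fragment of messenger RNA. The authors aligned the reads with STAR to the bovine assembly UMD3.1 and counted them per gene; the results name FeaturesCount for this step, and the methods also name Cufflinks and RSEM. They deposited whole-number counts per gene without normalization. From these counts, library sizes were adjusted by the trimmed mean of M-values (TMM), and expression was compared with limma on log2 counts scaled to the library size (CPM) with precision weights (voom). Genes were called as DEGs at a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1, the thresholds of the paper's methods. The legends of the paper's volcano plots give a higher fold-change minimum, which was not used here. The change from 0 hpi was fitted within each group on its own samples, differences between groups of such a change were fitted on all samples of the infection phase, and the change from I0 to B7 was fitted on all samples of the immunization phase. A count of DEGs depends on the number of cows and on the spread between them as well as on the size of the change.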

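In this re-analysis, 105 samples from 18 cows were used, 6 cows in each group. Each group had 6 samples at each date, except for 5 CONT samples at 12 hpi, 5 CONT samples at B7 and 5 IM samples at B7. The samples of CONT cow 0293 at 12 hpi, of CONT cow 0282 at B7 and of IM cow 3732 at B7 were not analysed here. The cow number of each sample was checked on the 100 genes that differed most between cows and least within a cow, chosen each time without the sample checked. By this measure 102 samples were closest to the mean of their own cow, with a median correlation across genes of 0.95 and a lowest one of 0.809, and none of them correlated above 0.512 with another cow. The other 3 samples were closest to another cow. The library labelled CONT cow 0282 at 0 hpi correlated at 0.675 with IM cow 0281 and at 0.258 with its own cow, and the library labelled IM cow 0281 at 0 hpi correlated at 0.733 with CONT cow 0282 and at 0.471 with its own. The library labelled IMM cow 0284 at B7 correlated at 0.781 with IM cow 0286 and at 0.112 with its own cow. Its counts also lay close to those of the library of IM cow 0286 at 12 hpi, so it may hold an infected sample. All 3 were kept under their labels, and the counts of DEGs, the response sizes and the PCA shares were also computed without them, but not the clustering, the distances between samples and the tests of library totals.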

In total, 107 samples from six dates and six animals in each of the three groups were prepared for transcriptome analysis; one sample (CONT, 12 hpi) was missing due to the low amount of RNA recovered after extraction. The whole-blood transcriptome was established using RNA sequencing with an average value of 10.3 million (R1 + R2) reads for each sample (Supplementary Table 1). 

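The counts assigned to genes summed to between 4859050 and 15885142 per sample, with a median of 10610801 and a mean of 10.6 M ± 2.42 (SD, n = 105), where M stands for mega. In the CONT group the totals ranged from 7.97 to 15.5 M at I0 (median 11.4), from 8.46 to 13.8 at I7 (11.8), from 9.38 to 12.6 at B7 (10.8), from 5.77 to 12.0 at 0 hpi (9.14), from 5.42 to 9.98 at 12 hpi (8.73) and from 8.46 to 13.6 at 40 hpi (10.8). In the IM group they ranged from 8.8 to 13.7 M at I0 (median 12.3), from 6.74 to 13.9 at I7 (10.2), from 4.86 to 12.0 at B7 (9.43), from 8.29 to 12.1 at 0 hpi (11.2), from 5.39 to 12.6 at 12 hpi (9.9) and from 8.49 to 15.9 at 40 hpi (12.9). In the IMM group they ranged from 8.4 to 13.4 M at I0 (median 10.6), from 9.18 to 13.8 at I7 (12.3), from 6.08 to 13.9 at B7 (10.9), from 6.28 to 14.7 at 0 hpi (10.5), from 9.77 to 14.2 at 12 hpi (10.8) and from 6.48 to 12.4 at 40 hpi (11.2). These totals, which are counts on genes and not the reads of both ends that the paper's mean gives, are the depth behind every value given here.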

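The count table lists 24616 genes by Ensembl identifier, of which 19334 had at least 1 count in some sample and 5282 had none in any. A gene was tested where it had the CPM that 10 counts make in the library of median size, in at least as many samples as the smallest group held, and 15 counts or more in all. This left 12493 genes in the CONT group, 12678 in the IM group and 12673 in the IMM group for the infection phase, 13226 genes for the comparison of the groups over that phase, and 13251 genes for the immunization phase. Genes below this limit were not tested; when every gene with at least 1 count was tested instead, 1460 DEGs were called in the CONT group at 12 hpi.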

The dataset obtained with FeaturesCount after STAR alignment comprised 24,617 bovine genes. At the acute phase of *E. coli* mastitis (12 hpi), the number of reads was significantly lower than at the other time points (Kruskal–Wallis, *p* < 0.05), except in the IMM group (Supplementary Table 1). 

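Total counts on genes averaged 8.7 M ± 2.21 (SD, n = 6) at 0 hpi, 8.29 ± 1.83 (n = 5) at 12 hpi and 10.9 ± 1.83 (n = 6) at 40 hpi in the CONT group. They averaged 10.9 M ± 1.39, 9.2 ± 2.92 and 12.5 ± 3.12 in the IM group, and 10.2 M ± 3.35, 11.3 ± 1.63 and 10.5 ± 2.25 in the IMM group (SD, n = 6 at each time). Within cows, the total of the CONT samples was 0.25 M ± 2.79 higher at 12 hpi than at 0 hpi, and lower in 2 of 5 cows (two-sided exact sign-flip permutation test, p = 0.688). Against 40 hpi, the CONT totals at 12 hpi fell by 2.84 M ± 2.64, in 5 of 5 cows, with an exact p = 0.0625, the smallest that 5 cows allow, and 0.375 after Benjamini-Hochberg adjustment over the 6 comparisons. In the IM group the totals at 12 hpi fell by 1.66 M ± 3.61 against 0 hpi, in 4 of 6 cows (exact p = 0.375, adjusted 0.688), and fell by 3.28 M ± 5.27 against 40 hpi, in 4 of 6 cows (exact p = 0.188, adjusted 0.564). In the IMM group they were 1.11 M ± 4.59 higher at 12 than at 0 hpi and 0.722 M ± 2.44 higher at 12 than at 40 hpi (neither exact p below 0.594), lower in 3 and in 2 of 6 cows. The exact test with the 5 CONT cows could not have passed 0.05, and with the 6 cows of the other groups, where it could have reached p = 0.0312, no difference passed it. The totals of I0, I7 and B7 were not compared with those of 12 hpi.

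**Figure D1:**
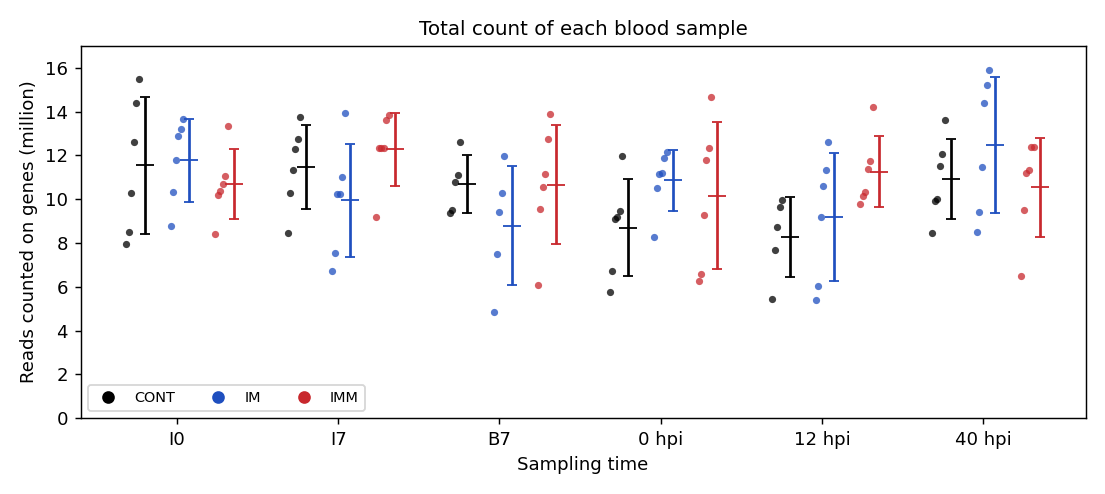
Total counts on genes per sample, in M counts (mega), at 0, 12 and 40 hpi in the CONT, IM and IMM groups. Each point is the sample of one cow, and the bars give the mean and SD of each group at each time. The 12 hpi samples of the CONT group lie between 5.42 and 9.98 M, within the span of 5.77 to 12.0 M at 0 hpi apart from the lowest.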

One sample (IM, B7) was removed from the dataset due to an outlier profile in the principal component analysis (PCA). In total, 106 samples were available for the statistical analysis.

### Whole-blood transcriptome through RNA-seq identifies the main biological functions altered by *E. coli* mastitis

As a blood transcriptome related to bovine *E. coli* mastitis has never been reported before, we first investigated changes in gene expression in the CONT group. 

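The PCA of the 17 CONT samples of the infection phase was made on log2 CPM (TMM, prior count 2) of the 500 most variable genes, centred and not scaled. Axis 1 held 54.3% of the variance and axis 2 held 18.3%. On axis 1 the 0 hpi samples scored between -28.4 and -21.6, the 40 hpi samples between -19.9 and 1.42, and the 12 hpi samples between 31.7 and 50.5, so that the ranges of the 3 times did not overlap. On axis 2 the 40 hpi samples scored between 12.8 and 36.3, above the 0 hpi samples, which scored between -18.3 and -10.1, and above the 12 hpi samples, which scored between -23.4 and 3.33. With each cow left out in turn, axis 1 held between 51.1 and 59.5% of the variance and axis 2 between 13.8 and 21.4%.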

A PCA showed that the expression profile varied according to the time, with a clear separation between 0 and 12 hpi (PCA axis 1: 53.8%), and between 0 and 40 hpi (PCA axis 2: 24.3%) (Fig. 2a). Differentially expressed genes (DEGs) were identified with DESeq2 at these two time points in a comparison with the pre-inoculation time point. The numbers of DEGs were 5214 (with 2653 over- and 2561 under-expressed genes), and 3385 genes (2202 over and 1183 under), at 12 and 40 hpi, respectively. 

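In the CONT group, limma called 1361 DEGs at 12 hpi against 0 hpi, with 547 over- and 814 under-expressed genes (5 and 6 samples). At 40 hpi against 0 hpi it called 395 DEGs, with 363 over- and 32 under-expressed genes (6 and 6 samples). The fold-change minimum moved these counts most: at the same adjusted p and without it, 3002 genes passed at 12 hpi and 896 at 40 hpi. An unadjusted p under 0.05 was reached by 5878 and 4349 genes. Of the DEGs at 12 hpi, 1309 changed in the same direction in each of the 5 cows with both samples. With each cow left out in turn, the count at 12 hpi stayed between 975 and 1295. The count at 40 hpi rested more on single cows, as it was 178 without cow 0293, 199 without cow 0275 and 240 without cow 3729. With the lane number as a covariate it was 193. For simulated counts with 200 changed genes, made from the means and library sizes of the CONT samples at 0 hpi, the same test on 6 against 6 cows called 94.5% of the changed genes and 0 of the others. The planted changes were all larger than the fold-change minimum, and the spread was that of cows before infection. This share therefore does not cover smaller changes or a larger spread between infected cows.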

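Of the genes called in the CONT group, 128 were over-expressed at both times, which is 23.4% of the over-expressed DEGs of 12 hpi and 35.3% of those of 40 hpi. The under-expressed genes in common were 26, or 3.19% of those of 12 hpi and 81.2% of those of 40 hpi, and 13 genes were called in opposite directions. Unrelated lists of these sizes would share 15.9 over- and 2.09 under-expressed genes by chance. Both lists use the same 0 hpi libraries and so share their chance deviations, which these numbers do not include. Across genes, which are not independent replicates, the changes at 12 and 40 hpi correlated at 0.435. The median was 0.481 in 20 simulations of unchanged groups compared with shared 0 hpi libraries. In unchanged groups every change is noise, so the shared libraries weigh more there. The real changes had an SD across genes of 0.937 at 12 hpi and 0.576 at 40 hpi, against median standard errors of 0.173 and 0.16. The 2 correlations therefore cannot be set against each other, and nothing is concluded from them. In none of these simulations was a gene called in the same direction at both times (0 over- and 0 under-expressed). Unchanged groups give few or no calls at these thresholds, so that this does not show how much the shared libraries add to the overlap. How far they add to it among genes that do change was not simulated. The number in common moved with single cows. It was 62 over-expressed genes without cow 0275, 69 without cow 0274, 72 without cow 0293 and 70 without cow 3729. For the under-expressed genes it was 9 without cow 0275, 10 without cow 0274 or cow 0293, 13 without cow 0297 and 16 without cow 0282.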

DEG lists were mostly different at the two times, as a minority of genes was common between the two sets as shown in a Venn diagram (with 832 over and 447 downregulated DEGs) (Fig. 2b). Volcano plots showed determining DEGs for the 12 hpi (Fig. 2c) and 40 hpi (Fig. 2d) comparisons, and the lists of the top 10 over- or under-expressed DEGs are available in Supplementary Table 2 for 12 and 40 hpi time points. 

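The count table does not pair its Ensembl identifiers with gene names, so the genes are given here by identifier, as those with the largest changes among the DEGs of 12 hpi that moved the same way in each CONT cow. ENSBTAG00000009012 had 2.875 ± 1.522 CPM at 0 hpi (SD, n = 6) and 4588 ± 2020 at 12 hpi (n = 5), a log2 fold change of 10.74 (standard error 1.51, limma adjusted p = 3.94e-05), and its change at 40 hpi was 2.95 (adjusted p = 0.159). ENSBTAG00000035224 had 0.3667 CPM at 0 hpi, where 4 of the 6 libraries had 0 counts, and 336.7 ± 175.7 at 12 hpi, a log2 fold change of 10.93 (standard error 2.26, limma adjusted p = 0.00113), and it was also called at 40 hpi, at 9.3 (adjusted p = 0.00929). Its adjusted p passed the threshold of 0.01 neither without cow 0275, at a log2 fold change of 10.36, nor with all groups in one fit, at 10.73. Among the genes that fell, ENSBTAG00000013774 had 8.728 ± 1.962 CPM at 0 hpi and 0.04509 at 12 hpi (limma adjusted p = 2.11e-06), and ENSBTAG00000014546 had 9.321 ± 3.19 and 0.07116 (limma adjusted p = 4.26e-05). The 5 libraries of 12 hpi held 2 counts of the first of these genes and 3 counts of the second, so that the sizes of these falls are known only roughly. From the counts and totals, the level at 0 hpi was 205 times that at 12 hpi for ENSBTAG00000013774 (95% exact interval 56.6 to 1700) and 152 times for ENSBTAG00000014546 (51.7 to 739). For the genes that rose it was 0.000679 times for ENSBTAG00000009012 (0.000577 to 0.000794) and 0.00178 times for ENSBTAG00000035224 (0.00119 to 0.00255). For ENSBTAG00000035224 this is a smaller rise than the fitted log2 fold change of 10.93. The intervals cover counting error only.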

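In the clustering of all infection-phase samples on Euclidean distances (complete linkage) over the 500 genes that differed most between the groups and times, divided into 3 clusters, the 5 CONT samples of 12 hpi, the 6 of 40 hpi and the 6 of 0 hpi each fell together in one cluster, a different one for each time. Over these genes, the distance of a CONT cow from its own 0 hpi sample averaged 47.1 ± 4.75 (SD, n = 5) at 12 hpi and 30.0 ± 5.66 (n = 6) at 40 hpi. The value of cow 0282 uses its 0 hpi library, which matches cow 0281. The distances between the 0 hpi samples of different cows of all groups, 153 pairs, ran from 6.78 to 18.5, with a median of 9.52.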

To further depict the response and identify blocks of commonly regulated genes and functions, a heatmap was prepared (Fig. 2e), with samples clustering according to the time. The top 500 most DEGs were divided into four modules that typified individual time points. The function modules were determined with ToppFun software and are presented with a dendrogram to evaluate correlations among functions. At 12 hpi, *Cellular response to lipopolysaccharide and Regulation of cytokine mediated signaling pathway* were the most activated functions, while *Humoral response* and *Macrophage activation* characterized the late phase at 40 hpi. *Neutrophil migration* and *Cellular response to reactive nitrogen species* were significantly detected at both times. Plasma concentrations of IL-6, tumor necrosis factor-α (TNFα), IL-10 cytokines, and CCL2, CCL4, CXCL10 chemokines were significantly increased at 12 hpi (Kruskal–Wallis, *p* < 0.01), and returned to initial values at 40 hpi; only IL-1RA plasma concentration was increased at both 12 and 40 hpi (Supplementary Fig. 1).

**Fig. 2:**
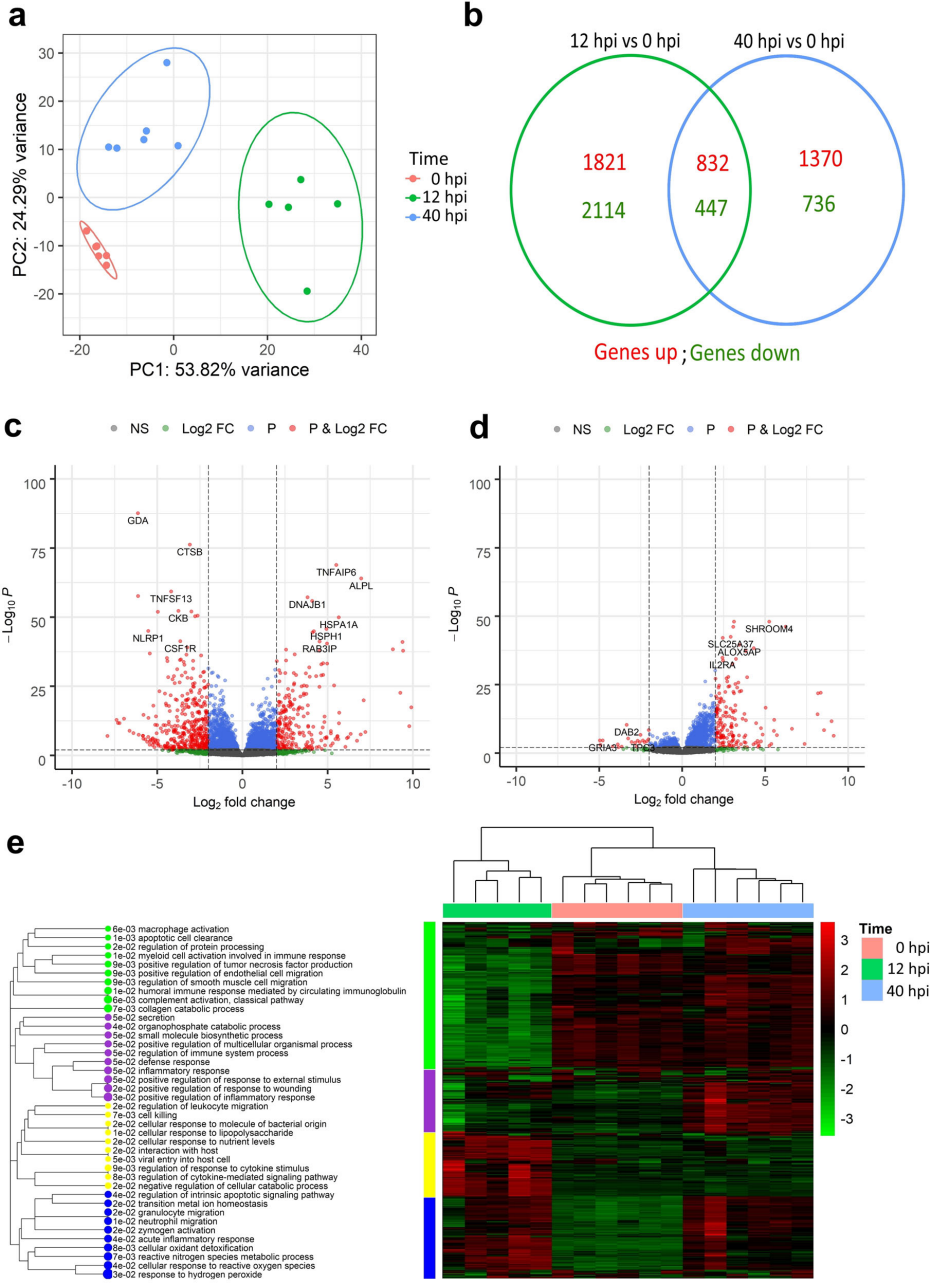
Whole-blood transcriptomic response of control cows during the course of an *E. coli* mastitis. Differentially expressed genes (DEGs) between times were assessed using Deseq2. **a** A principal component analysis on the top 500 most differentially expressed genes of control cows at 0, 12, and 40 h post infection (hpi) shows that the expression profile of blood cells changed according to the time during the *E. coli* mammary infection. A Venn diagram presents the number of DEGs between time points, and the number of genes in common between the two comparisons (between 12 and 0 hpi and between 40 and 0 hpi) (**b**). Volcano plots were used for determining DEGs in the CONT group between 12 and 0 hpi (**c**), and 40 and 0 hpi (**d**). Thresholds were arbitrarily established for a *q* value < 0.01 and a log2FoldChange > 2 and genes above these thresholds are depicted in red dots. **e** A Heatmap of the top 500 DEGs during infection in control group is presented using Euclidian distribution analysis. Results of the functional analysis with ToppFun is presented as a dendrogram showing the relationship among biological functions and blocks of commonly regulated genes.

### Comparison with the transcriptome profiles of IM- and IMM-immunized cows

In order to compare the blood transcriptomes among the groups, we first looked for DEGs in the two immunized groups, independently. After DESeq2 analysis, DEGs were identified at 12 and 40 hpi in both groups. 

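In the IM group 703 DEGs were called at 12 hpi, 388 over- and 315 under-expressed, and 383 at 40 hpi, 346 over- and 37 under-expressed. In the IMM group 321 were called at 12 hpi, 197 over- and 124 under-expressed. At 40 hpi limma called 0 DEGs in the IMM group, with a smallest adjusted p of 0.111; 1380 genes had an unadjusted p under 0.05, and limma-trend, which models the spread by mean expression in place of weights, also called 0. With the cow as a block in the fit 3 DEGs were called there, and with all groups in one fit 18. The counts of the immunized groups at 12 hpi moved with single cows. In the IM group the count was 350 without cow 3732, 377 without cow 0279, 398 without cow 0281 and 1163 without cow 0289. In the IMM group it was 53 without cow 3735, 57 without cow 0292, 65 without cow 0283 and 111 without cow 3725. With all groups in one fit the IMM count at 12 hpi was 523. In the IM group at 40 hpi the count stayed between 273 and 370 with each cow left out.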

The lists showing the top 10 genes with up and down expression in IM and IMM groups are provided in Supplementary Tables 3 and 4. 

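The difference between groups in the change from 0 hpi was tested itself, as an interaction. At 12 hpi limma called 0 genes for IM against CONT, with 1103 genes at an unadjusted p under 0.05, and 0 for IMM against IM, with 181; limma-trend called 0 for both. For IMM against CONT at 12 hpi, 3 genes were called, all with a higher change in the IMM group, among 1458 genes at an unadjusted p under 0.05. This count was unstable: limma-trend called 34 genes, the fit with the lane number called 0, and with one cow left out it was 25 without cow 3732, 19 without cow 0292, 7 without cow 0275, 5 without cow 3729 or cow 3734, 3 without cow 0289 and 0 without any of the other 12 cows. For IM against CONT it was 12 without cow 3732 and 0 without any other cow. At 40 hpi limma called 1 gene for IM against CONT, with a higher change in the IM group, and 658 genes had an unadjusted p under 0.05. Here limma-trend called 3 genes, the fit with the cow as a block 9 and the fit with the lane number 0, and with one cow left out the count was 7 without cow 3734, 5 without cow 0275, 2 without cow 0279, 0283, 0286, 0292 or 3725, 1 without cow 0284 or 3735 and 0 without any of the other 9 cows. For the IMM group at 40 hpi limma called 0 genes against CONT and 0 against IM, with 875 and 224 genes at an unadjusted p under 0.05, and limma-trend called 0 for both.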

The DEG numbers were not different between the groups at 12 hpi (Fig. 3a, c), but it was much lower in the IMM group at 40 hpi (Fig. 3b, d). Venn diagrams are presented in Supplementary Fig. 2 to determine the number of commonly deregulated genes. Interestingly, the number of DEGs was lower in the immunized cows compared to the controls at 12 hpi, and the difference was even larger for the IMM group at 40 hpi, where DEG number represented only 10% of the numbers obtained in the IM and CONT groups, supporting the idea that systemic healing was earlier in this group. 

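The size of the response was also measured for each cow without a threshold, as the slope of the log2 changes of its genes on the mean change of the CONT cows, where 1 is the mean CONT response (for a CONT cow, the mean of the other CONT cows). At 12 hpi it was 0.893 ± 0.174 (SD, n = 5) in the CONT group, 0.665 ± 0.297 (n = 6) in the IM group and 0.575 ± 0.253 (n = 6) in the IMM group. The IMM response lay below that of the CONT group (difference of the means -0.318, two-sided exact permutation test, p = 0.0325), but the difference did not hold after Benjamini-Hochberg adjustment over the 6 comparisons (0.195). Over the processing alternatives and with each cow left out, this adjusted p ran from 0.0476 (without cow 0292) to 0.333. The difference of IM from CONT was -0.228 (exact p = 0.169, adjusted 0.253) and that of IMM from IM was -0.0905 (exact p = 0.569). At 40 hpi the response was 0.841 ± 0.299 in the CONT group, 0.722 ± 0.214 in the IM group and 0.486 ± 0.324 in the IMM group (SD, n = 6 in each). None of the differences at 40 hpi passed the test: -0.119 for IM against CONT (exact p = 0.496), -0.355 for IMM against CONT (exact p = 0.0823, adjusted 0.247) and -0.236 for IMM against IM (exact p = 0.162). The difference of IM from CONT at 40 hpi rested on cow 0293, whose response was 1.43, and was 0.0103 without this cow, and that of IMM from CONT was -0.227 without it. With single cows left out, the difference of IM from CONT at 12 hpi was -0.122 without cow 0289, that of IMM from IM at 12 hpi ran from -0.197 (without cow 0289) to -0.00186 (without cow 0284), and that of IMM from IM at 40 hpi was -0.146 without cow 3725. From the lower number of DEGs in the immunized cows, and in the IMM group above all, the paper proposes that systemic healing was earlier in the IMM group. For the shorter mastitis of this group the paper also cites clinical signs and lower inflammatory cytokines, which were not analysed here.

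**Figure D2:**
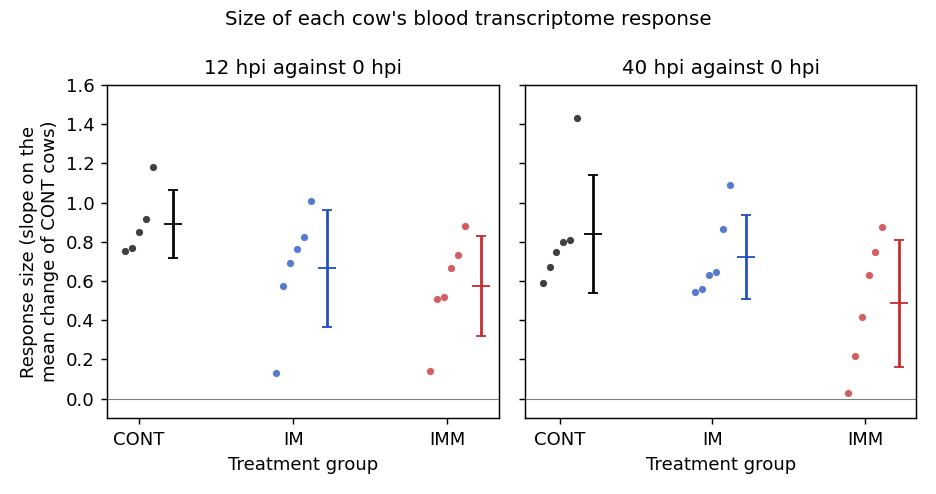
Size of the blood response of each cow at 12 hpi and 40 hpi, as the slope of its log2 changes on the mean CONT change (no unit). Each point is one cow, and the bars give the mean and SD of the CONT, IM and IMM groups. The lowest values at 12 hpi are those of IM cow 0289 (0.133) and IMM cow 0284 (0.141), and the highest at 40 hpi is that of CONT cow 0293 (1.43).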

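In the clustering of the 53 infection-phase samples, the 18 samples of 0 hpi fell into one cluster, together with the 40 hpi samples of 3 IMM cows, 0284, 3725 and 3735. The same 3 IMM samples lay with the 0 hpi samples when the 500 most variable genes were used and when average linkage was used; with the 500 most variable genes the 40 hpi sample of IM cow 0279 lay there as well. The 12 hpi cluster held 5 samples of each group, and the 12 hpi samples of IM cow 0289 and IMM cow 0284 lay with the other 40 hpi samples; under both of those alternatives these 2 samples lay with the 0 hpi samples. The distance between the 40 and 0 hpi samples of a cow was 10.4 for IMM cow 3725, 11.3 for cow 0284 and 17.3 for cow 3735, all within the span of the distances between 0 hpi samples of different cows. It was 22.9 for cow 0292, 31 for cow 0283 and 36.8 for cow 3734, above that span. By group it averaged 29.4 ± 5.96 (SD, n = 6) in the IM group and 21.6 ± 10.7 (n = 6) in the IMM group. At 12 hpi the distance from 0 hpi averaged 39.1 ± 11 in the IM group and 34.6 ± 8.51 in the IMM group (SD, n = 6 in each), with the smallest values in IM cow 0289 (18.6) and IMM cow 0284 (22). The genes were chosen for their differences between groups and times, so that no test was made on these distances. The distances of IM cow 0281 rest on a 0 hpi library that matches CONT cow 0282.

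**Figure D3:**
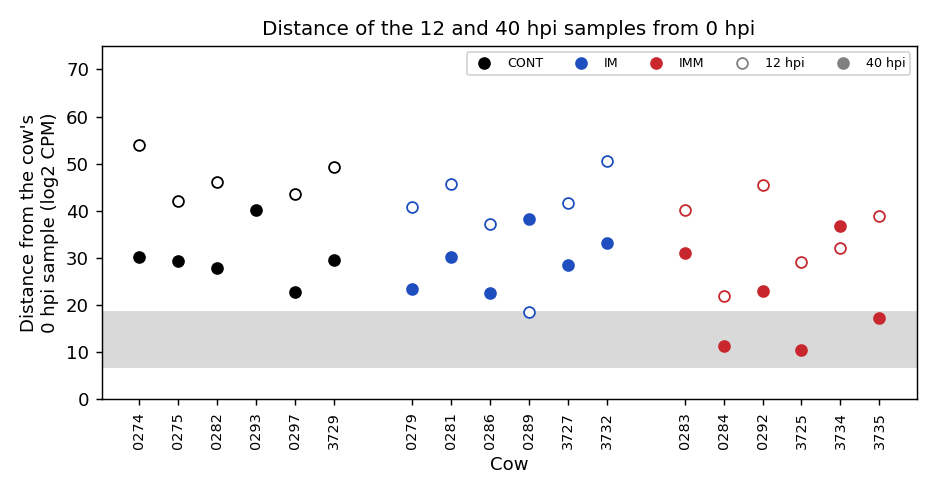
Euclidean distance of the 12 hpi (open points) and 40 hpi (filled points) sample of each cow from its own 0 hpi sample, over 500 genes on the log2 scale, in the CONT, IM and IMM groups. The grey band is the range of distances between 0 hpi samples of different cows. Of the 40 hpi samples, those of 3 IMM cows lie in the band, at 10.4, 11.3 and 17.3.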

Altogether, samples clustered essentially according to the Time in a global heatmap (Fig. 3e), except three samples from IMM cows at 40 hpi that grouped together with the samples collected before inoculation. Bacterial excretion in these cows was the lowest after this time point (<100 bacteria/mL) and their mammary infection was actually cleared after 48 h, and twice faster than other cows. Indeed, expression profiles of these three IMM cows cannot be distinguished between 0 and 40 hpi, indicating that gene expression almost returned to the pre-infection state in these cows. They are further defined as cured cows on the basis of both their lower clinical scores and their gene expression profiles. The top 500 DEGs divided into four modules determined with ToppFun software and were essentially related to immune functions (Fig. 3e). At 12 hpi, activated functions were *Defense response to bacterium*, and *Neutrophil chemotaxis*, as shown before for the CONT group. At 40 hpi, *Type I interferon signaling* and *Humoral immune response* were significantly activated in the IM group, which showed the slowest recovery rate. The profiles were identical at time 0 hpi among the groups, indicating the absence of any ongoing immune activation or physiological difference among the groups. 

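At 0 hpi, limma called 0 of 12598 genes between the groups, in each of the 3 comparisons and in the F-test over the 3 groups, whose smallest adjusted p was 0.592 (n = 6 in each group). At an unadjusted p under 0.05, 1105 genes differed between IM and CONT, 885 between IMM and CONT, 540 between IMM and IM and 889 in the F-test. By limma-trend all 4 counts were also 0. The libraries labelled CONT cow 0282 and IM cow 0281 at this time each lay closer to the other of these cows, and without them the counts were again 0.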

Plasma cytokine dosage showed that the production of pro-inflammatory cytokines IL-1β, IL-6, and TNFα, but also CCL2 and CCL4 chemokines was significantly lower in the immunized compared to the CONT cows at the acute phase (12 hpi), indicating a lower inflammatory response upon infection in the IM and IMM groups (Supplementary Fig. 3). Furthermore, IFNγ and CXCL10 concentrations were higher in the IM group at 40 hpi, in agreement with the activation of interferon-related pathways in this group during the late phase of the response (Fig. 3e).

**Fig. 3:**
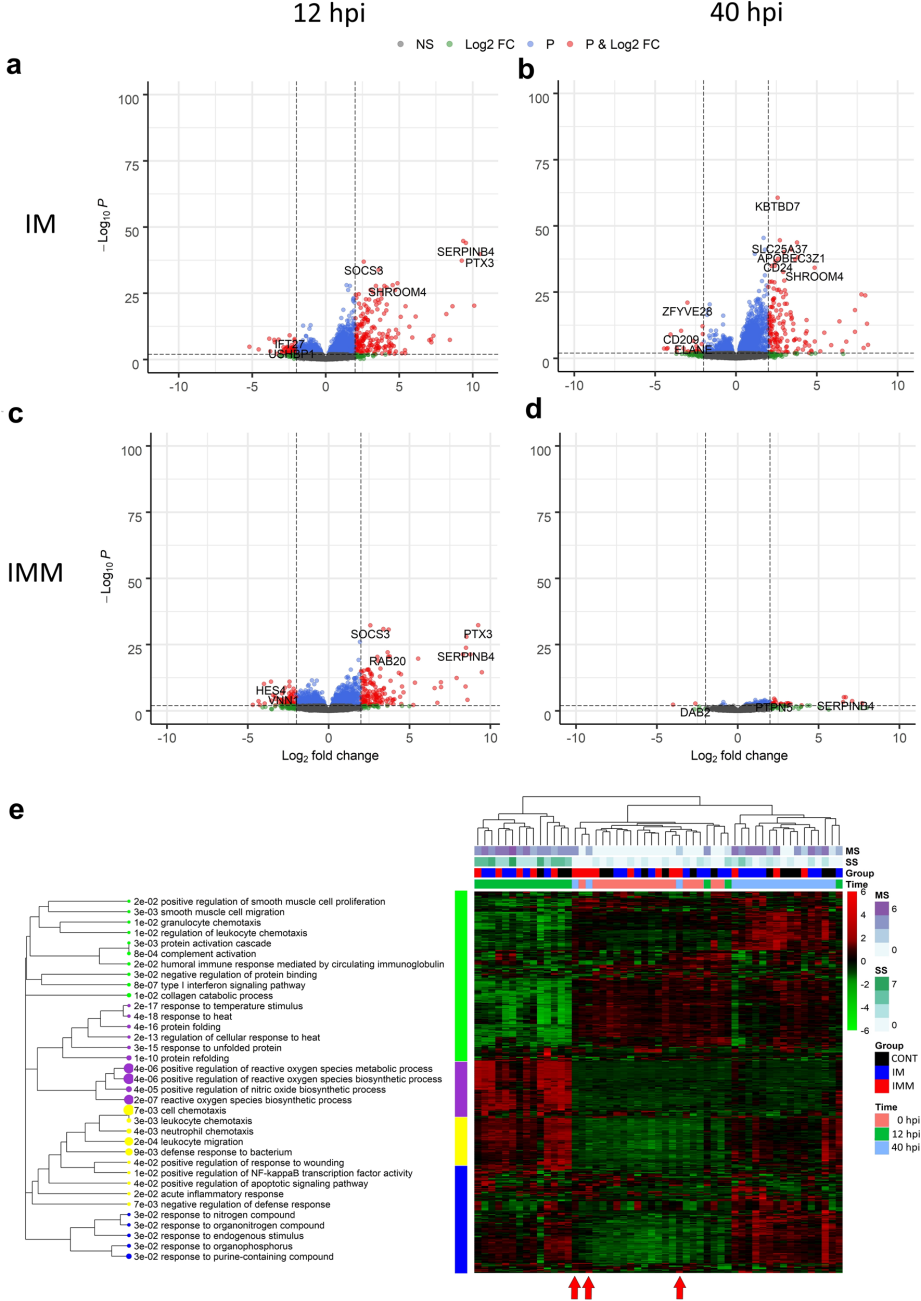
Whole-blood transcriptomic analysis of the response of immunized cows during the *E. coli* mastitis course. DEGs at two time points (12 and 40 hpi) in comparison with 0 hpi were identified with Deseq2. Volcano plots comparing gene expression differences between 0 and 12 hpi (**a**, **c**), and at 0 and 40 hpi (**b**, **d**) are presented for the intramuscular (IM) and the intramammary (IMM) group, respectively. Red dots correspond to genes with a *q* value < 0.01 and a Abslog2FoldChange > 2. **e** Heatmap of the top 500 DEG in control and immunized groups during the course of infection is presented. Functional analysis was performed with ToppFun and a dendrogram shows the relationship among biological functions of commonly deregulated genes according to the mammary and systemic scores, the time, and the treatment group. MS mammary score, SS systemic clinical score. Red arrows indicate IMM cows with 0 and 40 hpi profiles that were undistinguishable (further designed as cured cows).

To identify the biological functions that correlated with the systemic and mammary scores as presented above in Fig. 1b, f, we used weighted correlation network analysis (WGCNA) on this set of gene expression data. Twelve modules significantly correlated with the mammary and/or systemic scores. Notably, a T helper type 1 cell-related module was activated at 12 hpi in the immunized groups, indicating that immunization protocols through either IM or IMM routes changed the course of the immune response during mammary infection (Supplementary Fig. 4). These results also suggest that immunization promoted a T cell response that was mobilized in blood early during the mastitis course.

### Systemic and local routes of *E. coli* immunization elicit different gene expression profiles

Since immunization changed the susceptibility to *E. coli* mastitis, we investigated DEGs after the first intramuscular and booster injections to decipher the immune-related functions mobilized by each kind of immunization scheme. The comparison of transcriptome data did not reveal any difference among the groups before immunization (I0). 

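At I0, limma called 0 of 12691 genes for IM against CONT, for IMM against CONT, for IMM against IM and for the F-test over the groups, with 6 cows in each group and a smallest adjusted p of 0.409 in the F-test. Limma-trend called 0 in each of these comparisons. The genes with an unadjusted p under 0.05 numbered 295, 682, 572 and 494. For simulated counts with 200 changed genes, made from the CONT samples of I0, the test called 95.0% of the changed genes with 6 against 6 cows. All of these planted changes were larger than the fold-change minimum, so that smaller differences between the groups could be missed.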

Analysis of the primary response at 7 days post-IM injection (I7) indicated that 600 genes were DE in the *E. coli*/adjuvant (*n* = 12 cows) compared to the adjuvant alone condition (*n* = 6 cows) (Fig. 4a). 

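At I7, the 12 cows that had received *E. coli* with adjuvant were compared with the 6 cows that had received the adjuvant alone. Limma called 0 of 12785 genes, with a smallest adjusted p of 0.0169 and 1627 genes at an unadjusted p under 0.05. Limma-trend called 1 gene, and 1 gene was called after thinning all libraries to the smallest total. Without IM cow 0286, 3 genes were called. The change from I0 to I7, compared between the same cows, gave 0 genes. In the PCA of the 18 samples, axis 1 held 15.3% and axis 2 held 13.1% of the variance. On axis 2 the immunized cows scored 3.69 ± 9.38 (SD, n = 12) and the CONT cows -7.37 ± 6.04 (n = 6; two-sided exact permutation test, p = 0.02, and 0.0401 after Benjamini-Hochberg adjustment over the 2 axes). On axis 1 they scored 2.97 ± 9.05 and -5.94 ± 11.8 (exact p = 0.0939). The test of these scores was chosen after the data were seen.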

DEGs were related to immune functions with *Secretion, Myeloid leukocyte activation, and Immune effector process* (Supplementary Table 5). After the booster injection (B7), through either the IM or the mammary ductal (IMM) routes, gene expression profiles were significantly different among the groups. 

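At B7 the groups were compared over 12578 genes, with 5 CONT, 5 IM and 6 IMM samples. Limma called 0 genes for IM against CONT (717 at an unadjusted p under 0.05), 0 for IMM against CONT (1194, smallest adjusted p 0.0283) and 0 for IMM against IM (755, smallest adjusted p 0.0314). The F-test over the groups called 0 genes, with 969 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0663. The counts by limma-trend were 0 as well. Without IM cow 0281, the comparison of IMM with IM and the F-test each called 1 gene, and with weights for the quality of each sample each called 1.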

Interestingly, the number of DEG was greater in the immunized groups compared to the CONT group, with 389 and 416 genes upregulated in the IM and IMM groups, respectively (Fig. 4b). These results suggest that the presence of *E. coli* antigens and microbe-associated molecular patterns like the lipopolysaccharide (LPS), in addition to the adjuvant which was the same between CONT and IM groups had a strong effect on the secondary response. 

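Against I0, limma called 0 DEGs at B7 in the CONT group, with a smallest adjusted p of 0.186; 931 genes had an unadjusted p under 0.05, and limma-trend called 0. In the IM group it called 88 DEGs, 87 of them over-expressed, and in the IMM group 98, of which 96 were over-expressed. With the cow as a block the counts were 3 in the CONT group, 237 in the IM group and 220 in the IMM group. When only the I0 and B7 samples of the group were fitted they were 48 in the IM group and 4 in the IMM group, the largest move of any alternative for the latter. The IM count was 32 without cow 0281, 45 without cow 0289, 51 without cow 0279 and 57 without cow 3727. The IMM count was 15 without cow 0284, 50 without cow 3734, 63 without cow 0292 and 153 without cow 0283. The library labelled IMM cow 0284 at B7 lay closest to IM cow 0286, and its counts were close to those of that cow at 12 hpi. An infected sample may thus lie among those of B7. Of the 96 over-expressed genes of the IMM group, 50 were called only with this library. Leaving out the 3 libraries that match another cow gave 117 DEGs in the IM group and 49 in the IMM group. The difference between groups in the change from I0 to B7 was tested itself: limma called 0 genes for IM against CONT and 0 for IMM against CONT, with 249 and 721 genes at an unadjusted p under 0.05, and limma-trend called 0 for both. With the cow as a block, 2 genes were called for IMM against CONT.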

DEGs in the IM group were related to *Interferon alpha/beta signaling* and *Cytokine signaling in immune system* functions, whereas DEGs in the IMM group were related to *Neutrophil degranulation* and *Chemokine signaling pathway* functions. 

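Of the over-expressed genes called at B7, 69 were called only in the IM group, 78 only in the IMM group and 18 in both. With the 3 libraries that match another cow left out these numbers were 92, 23 and 24, and without cow 0284 they were 104, 3 and 11. Without cow 0281 they were 29, 104 and 3, without cow 0289 they were 36, 78 and 9, without cow 0279 41, 73 and 10, without cow 3727 40, 81 and 16, without cow 0283 73, 123 and 26, without cow 0292 64, 50 and 13, and without cow 3734 66, 34 and 15. When only the I0 and B7 samples of the group were fitted they were 48, 4 and 0. With the cow as a block they were 157, 130 and 68, and without the fold-change minimum 109, 271 and 84. Of the under-expressed genes, 1 was called only in the IM group, 2 only in the IMM group and 0 in both, against 10, 21 and 1 with the cow as a block and 7, 58 and 7 without the fold-change minimum.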

Venn diagram indicated that 399 upregulated genes were common between IM and IMM groups. These genes were related to *Neutrophil degranulation* and *Innate immune system* functions (Supplementary Table 6). Furthermore, while no module was activated in the CONT group, four modules were commonly upregulated in the immunized groups with *Enrichment in monocytes* and *Immune activation—generic cluster* as the main modules. The module *TLR and inflammatory signaling* was activated only in the IMM group at B7 time point (Fig. 4c). So, the injection of antigens from *E. coli* culture supernate in the mammary gland lumen stimulated a systemic response which is essentially different from that induced by the IM immunization with killed bacteria in adjuvant in previously sensitized cows.

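The difference between the IM and IMM groups in the change from I0 to B7 was also tested as an interaction, and limma called 0 genes, with 321 at an unadjusted p under 0.05 and 0 by limma-trend. Of the 69 genes called only in the IM group, 68 also had a log2 fold change above 0 in the IMM group, with a median of 0.723 against 1.38 in the IM group and 0.675 in the CONT group, and 50 had an unadjusted p under 0.05 in the IMM group. Of the 78 genes called only in the IMM group, 77 had a log2 fold change above 0 in the IM group, with a median of 0.913 against 1.28 in the IMM group and 0.492 in the CONT group, and 71 had an unadjusted p under 0.05 in the IM group. The changes were also correlated across the 13251 genes, which are not independent replicates, and the groups share no libraries. The change in the IM group correlated at 0.67 with that in the IMM group and at 0.564 with that in the CONT group. The IMM and CONT changes correlated at 0.457. Without the 3 libraries that match another cow, these values were 0.653, 0.564 and 0.445. The genes called only in the IMM group then numbered 23 in place of 78. From the functions and modules of the DEGs of both groups, which were not analysed here, the paper concludes that the booster given in the mammary gland lumen stimulated a systemic response essentially different from that of the intramuscular one.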

**Fig. 4:**
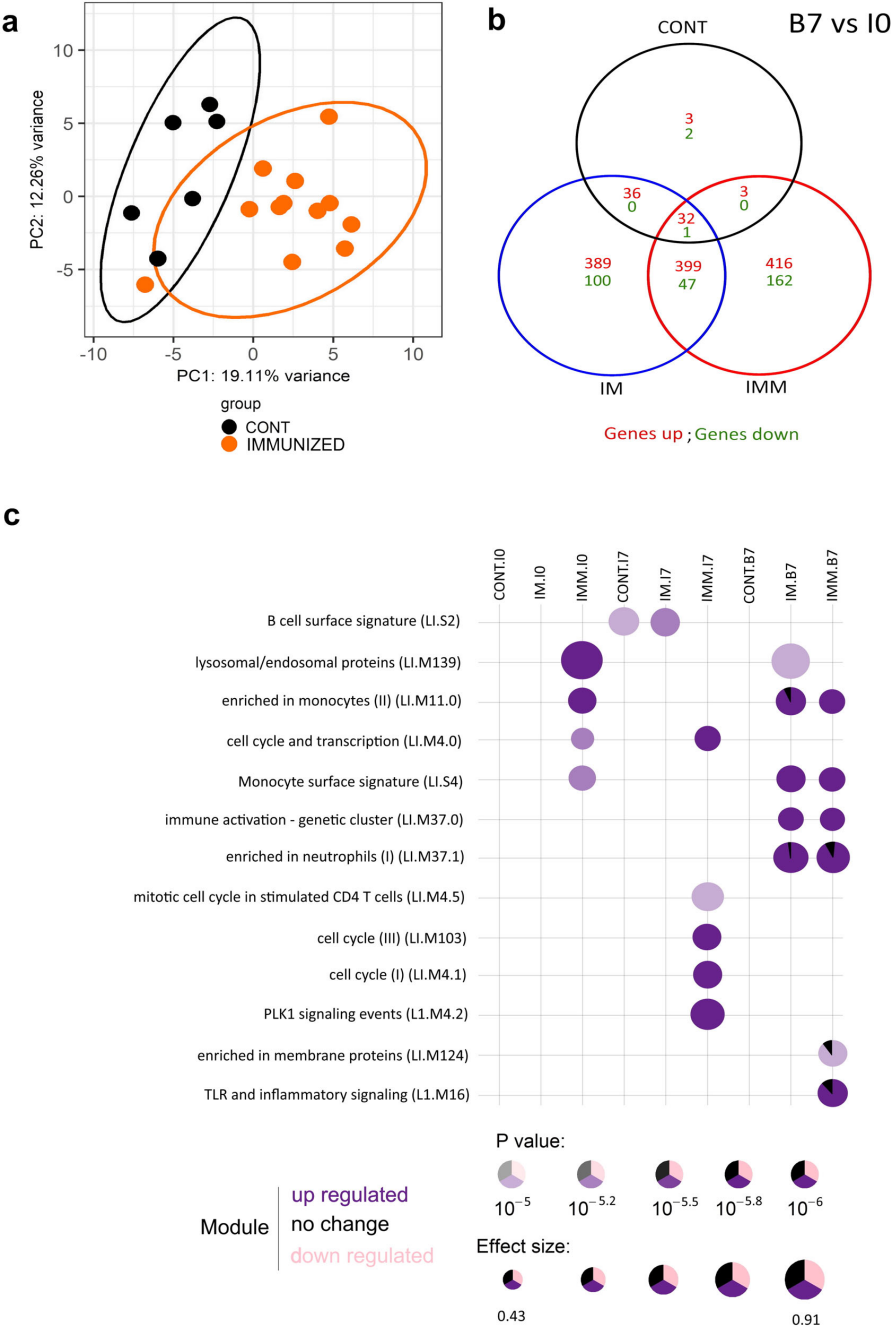
Whole-blood transcriptomic response to immunization in control and immunized groups. **a** A principal component analysis (PCA) on the top 500 most DEG of CONT (black) and immunized IM + IMM (orange) cows after the first injection (I7) shows that the expression profile of blood cells changes upon systemic immunization. **b** Venn diagram of identified genes in control, intramuscular and intramammary groups at 7 days after booster injection (B7) compared to I0 (before immunization). **c** A modular analysis on B7 gene expression shows the significant difference (*p* value < 10^−5^) of upregulated biological functions between CONT, IM, and IMM groups.

### Blood transcriptome profile in IMM cured cows correlated with early cure

We then paid attention to the comparison between the two IMM subgroups, whose clinical signs and blood transcriptome differed significantly at the late mastitis phase (40 hpi). To define the peculiarities of the cured cows, their blood profile was further scrutinized at all the available dates. A PCA was performed on the top 500 most variable genes from the I0 and B7 data (Fig. 5a). At the B7 time point, PCA showed a significant difference between cured and non-cured cows indicating that the response to immunization of these particular cows was different and correlated with early cure. 

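In the PCA of the 6 IMM samples of B7, axis 1 held 54.2% of the variance and axis 2 held 15.2%. Axis 1 parted a single sample from the others: the library labelled cow 0284 scored 34.9, and the other 5 scored between -10.1 and -4.3. On axis 2 cow 3725 scored 10.3, cow 3735 8.67, cow 0284 2.05, cow 3734 0.337, cow 0292 -9.49 and cow 0283 -11.9. The library labelled cow 0284 is the one that matched IM cow 0286 and lay close to the 12 hpi library of that cow. Without it axis 1 held 33.0% and axis 2 26.8% of the variance. The paper defines the cured cows by their lower clinical scores and their gene expression profiles at 40 hpi; the cows were not grouped by such an outcome here.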

To further this hypothesis, a modular analysis was performed with the tmod R package. Two modules are common among all animals with *Enrichment in monocytes* and *Immune activation—generic cluster* as the main modules. Three modules were further activated in the cured animals and functions of these modules were *Enriched in neutrophils*, *Cell cycle and transcription*, and *TLR and inflammatory signaling* (Fig. 5d). These functions upregulated in the cured subgroup support the idea that the differences of the systemic response are related to neutrophil mobilization, and are probably an indirect consequence and not the true cause of the difference of cure quickness due to immunization.

**Fig. 5:**
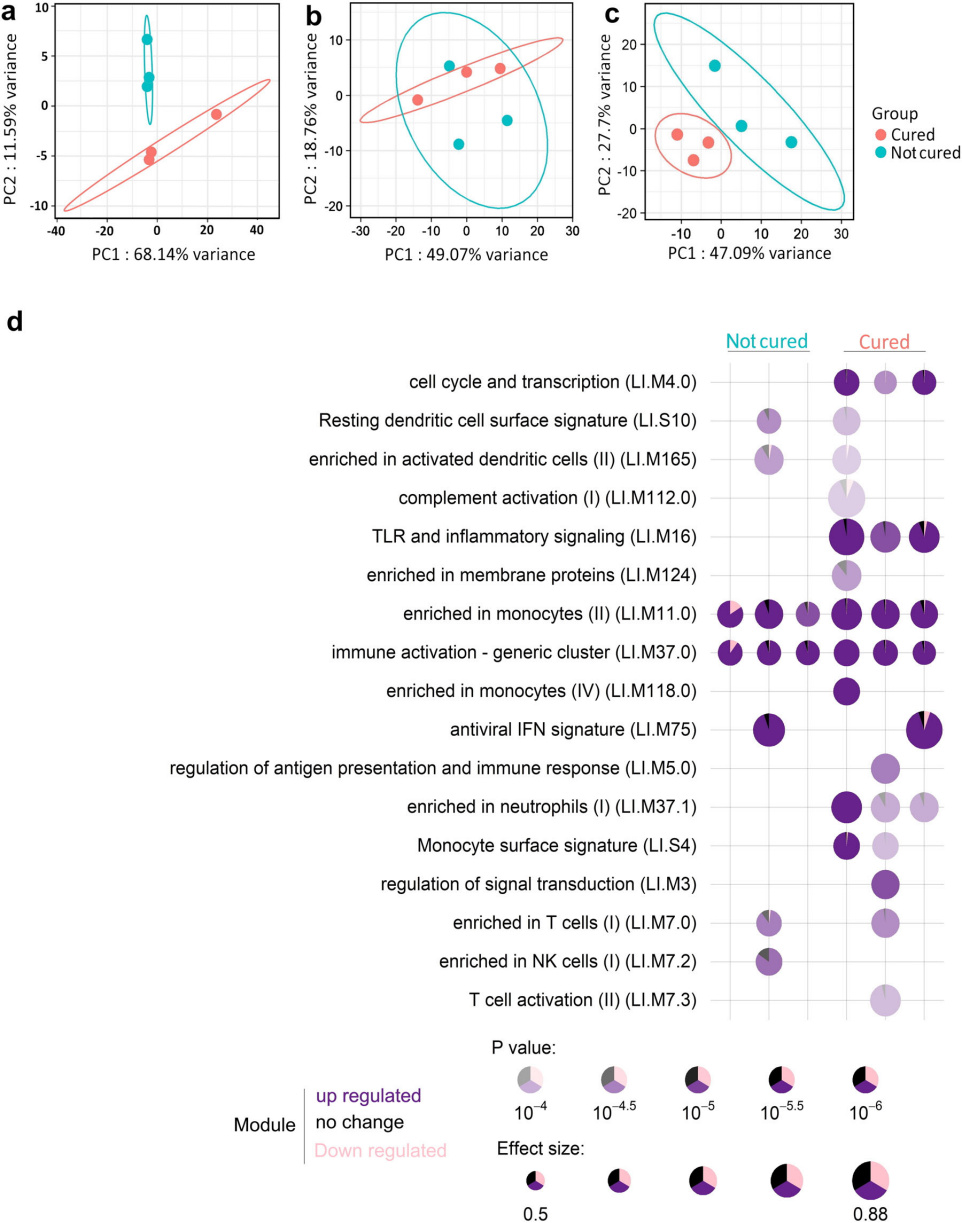
Response upon the mammary booster injection and correlation with the outcome of the *E. coli* mammary challenge. **a** A principal component analysis of gene expression profiles (top 500 most variable genes) for the intramammary-immunized IMM cows at B7. **b** At 12 h post infection and **c** and at 40 h post infection; **d** a modular analysis at B7 shows the difference of upregulated biological functions between cured and not cured cows (*p* value above 10^−4^).

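The IMM cows are given here one by one and were not grouped by outcome. At 12 hpi, axis 1 of the PCA of the 6 IMM samples held 48.7% and axis 2 held 18.0% of the variance. On axis 1 cow 0284 scored -26.7, cow 3734 -8.89, cow 0283 -4.88, cow 3725 2.02, cow 3735 18 and cow 0292 20.5. On axis 2 the scores ran from -15.5 for cow 0283 to 15 for cow 3734. At 40 hpi, axis 1 held 44.7% and axis 2 held 26.0%. On axis 1 cow 3734 scored 28.9, cow 0292 5.85, cow 3735 -2.34, cow 0283 -3.48, cow 3725 -10.6 and cow 0284 -18.4. On axis 2 cow 0283 scored -22.6, apart from the others, which scored between -4.11 and 13.9. With 6 samples the axes are set by single cows: the share of axis 1 at 40 hpi ran from 42.4% without cow 0284 to 56.9% without cow 0283.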

To look for the genes and immune functions differentially mobilized between cured/not cured IMM cows during the mastitis, a PCA at 12 and 40 hpi was performed with the top 500 most DEGs, showing similar profiles at 12 hpi, but again a marked difference at 40 hpi (Fig. 5b, c). Analysis with DESeq2 identified only 26 genes (21 up and 5 down in the cured group), whereas at 40 hpi, the number of DEGs was 307 genes with 22 genes upregulated in the cured and 285 in the non-cured subgroup, respectively. Biological functions are presented in Supplementary Table 7. Again, the functional differences do not point to a probable cause of early healing in the three cured cows compared to the rest of the group.

In the comparison between IM and IMM groups, the fact that no DEG, nor function, except neutrophil mobilization, lead to a mechanism explaining the better outcome in locally immunized cows, leaves at least two possibilities: (i) these were very transient during the mastitis course and were not identifiable at the chosen time points for analysis or (ii) the functional differences are not present in the blood, because they reside in the mammary tissue in link with the local immunization.

### Th17-polarized CD4 T cells predominate in the mammary tissue of IMM quarters and are activated after the challenge with *E. coli*

Local immunization has been previously associated with recruitment and establishment of CD4 and CD8 T cells in the targeted tissues. Furthermore, since no difference could be identified in the blood, we made the hypothesis that the mechanisms responsible for the difference of mastitis outcome may develop in the mammary tissue. To examine the phenotype of the T helper cell compartment in link with the mammary immunization, six cows (3 CONT, 3 IMM) were challenged once again using the same conditions (Fig. 6a). CD4 T cells (CD45+ CD4+ cells) were isolated by fluorescence-acquired cell sorting at 16 hpi from mammary tissue upon collagenase treatment. Four different conditions were examined: one challenged and one healthy control quarters from three CONT and three IMM cows. RNA sequencing of pools of purified (purity > 95%) CD4 T cells showed a transcriptional profile where IL-17-related pathways were significantly overrepresented in cells from the IMM cows. Profiles of DEGs were more related to the immunization than to the challenge status of the mammary quarters, suggesting that resident cells of the Th17 phenotype pre-existed the *E. coli* mammary challenge. Analysis of biological functions with ToppFun software is shown on a dendrogram presented in Fig. 6b. The top 500 genes were divided into four modules. Module 1 was related to the IMM group and correlated with *Neutrophil degranulation* and *Regulation of BAD phosphorylation*. Module 3 correlated with *Th17 cell differentiation* and *CD40L signaling pathway*. These modules were expressed in IMM infected and non-infected glands. Module 2 was related to *IL-17 signaling pathway* and *Cytokine-cytokine receptor interaction* and expressed in IMM infected quarters only. Modules related to the infection were mainly correlated with *IL-17 signaling* and *Neutrophil migration*, suggesting that the local Th17 response promoted mobilization of neutrophils, which was protective against *E. coli* infection.

**Fig. 6:**
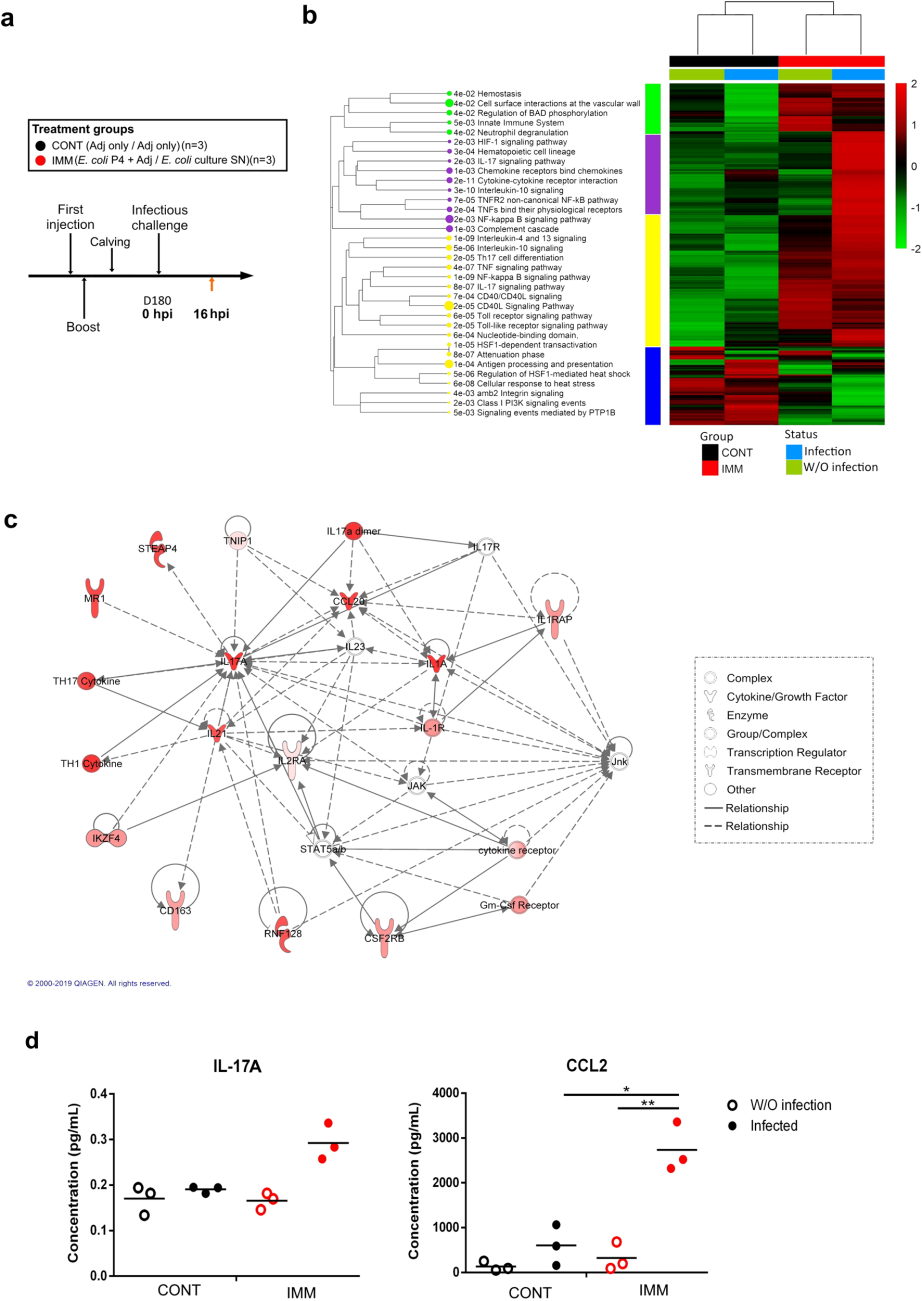
Gene expression profile of CD4 T cells isolated from the mammary tissue of control and challenged quarters from locally immunized and control cows. **a** Experimental scheme with immunization and challenge phases. DEGs were assessed between four conditions corresponding to challenged and control quarters in CONT and IMM cows. **b** A heatmap showing the top 500 DEGs according to the conditions is presented. Functional analysis performed with ToppGene is presented as a dendrogram of functions in each block of correlated genes (*p* value < 0.05). **c** Gene network of the DEGs in CD4 T cells between the infected IMM and infected CONT conditions is presented and shows the relationship with IL-17 cytokine*.* **d** Tissue IL-17A and CCL2 production in non-infected and challenged quarters of CONT and IMM cows was determined on a pre-defined amount of tissue homogenate with a Milliplex assay at 16 hpi. Individual values are shown for *n* = 3 cows per group.

The list of DEG identified with DESeq2 analysis was used to evaluate a difference of pathway activation between the CONT and IMM groups upon infection with Ingenuity Pathway Analysis software. The gene network showed that an IL-17-related network was strongly activated in the IMM group during infection (Fig. 6c).

To confirm the overproduction of IL-17A in immunized quarters, cytokine secretion was measured in milk before *E. coli* inoculation and just before tissue collection at 16 hpi. Despite the low number of animals, IFNγ and IL-17A secretion tend to be higher in the milk of locally immunized cows, while IL-10 secretion was lower (Supplementary Fig. 5), in accordance with the previous report^15^. When cytokines were measured in the tissues of infected quarters, IL-17A, and CCL2, a IL-17-induced cytokine were more abundant in IMM cows (Fig. 6d); a difference of IL-1α was also detected (Supplementary Fig. 6). It is worth noting that milk and tissue concentrations were poorly correlated, except for IFNγ cytokine.

Altogether, these data support the idea that the local booster injection promoted the settlement of basal Th17 immunity in mammary tissue, further amplified by the *E. coli* infection.

## Discussion

Our aim was to decipher the immune mechanisms associated with the local route of immunization which revealed more effective at protecting the mammary gland against infection by *E. coli*. We analyzed blood and milk samples collected on the occasion of our previous challenge study^15^. We provide evidence that the two modes of immunization that were evaluated in parallel mobilized a different immune response. The data strongly suggest that the injection of antigens from *E coli* culture supernate to the local route enabled the establishment in the mammary tissue of Th17-polarized CD4 T cells that were undetectable in non-immunized cows.

We reported previously that the clinical signs of mastitis were less severe in immunized compared to control cows, with faster bacterial clearance and a moderate leukopenia. Nevertheless, there was also a notable difference in response between systemic (IM) and local (IMM) immunization routes, as the inflammatory response persisted longer in the IM group. We suggest now that this was associated with a heightened signaling related to Type I interferon pathway that may be the result of TLR4-Myd88 signaling by LPS released from *E. coli* bacteria in the infected quarters. It could also be the result of a late influx of T cells that was detected in the milk of the IM group after 40 hpi. These cells were circulating in blood at the time of the mammary challenge and were recruited into the inflamed mammary tissue due to the expression of chemokines and endothelial adhesion molecules. Some may have proliferated locally due to antigen recognition or became activated non-specifically by the local production of cytokines. They may thus have contributed to the increase of the inflammatory response during the late phase of the mastitis, while healing was already ongoing in the CONT and IMM groups.

We chose to evaluate blood cell transcriptome by RNA-seq rather than mammary tissue or milk cell gene expression as previously described by us^16,17^ or other groups^18^. Indeed, this approach allowed us to do a kinetics study and to look for mechanisms over time on a tissue whose cell composition is more stable than that of milk during the mastitis course. Indeed, upon infection, recruited cells in milk are essentially neutrophils (>90–95%) as previously shown^15^, whereas these represent no more than a third of the milk cells in healthy glands. Furthermore, RNA quality as defined by RNA integrity number (RIN) assessment is better on blood cells than on milk cells, where many leukocytes are dead or apoptotic/dying cells. If neutrophils represent essential terminal effectors against mammary infection, they do not represent the central type of cells induced by immunization. Conversely, CD4 and CD8 T cells are only a minority in the milk of infected glands, as their number in milk at the time of inoculation is very low (often lower than 10^4^ cells/mL). Later, they are really difficult to isolate from abundant and highly activated neutrophils upon infection with strongly inflammatory Gram-negative bacteria.

We chose to retain six crucial time points, three during the infection course to decipher the protective mechanisms, with 0 hpi corresponding to our time point of reference, and three during immunization with time I0 corresponding to the time point before the first injection of immunization. In the CONT group, the blood transcriptome during the infection phase was informative about the response to an *E. coli* infection, with good clustering of the samples according to the Time. Blood leukocyte gene expression changed quickly and massively upon mammary infection with a large number of deregulated genes. This is partly due to changes in the blood leukocyte composition^15^ but also to changes in cell activation and functions. Indeed, functions related to neutrophils and bacterial recognition are highly activated at the peak of infection, whereas at 40 hpi, these functions are replaced by monocyte/macrophage activation and B cell response. The blood transcriptome actually revealed essential functions that are known to be mobilized or activated during the mastitis course. Blood represents a good compartment to sample to study the immune response to a mammary infection as also shown elsewhere^19^. This may be due to the high blood flow through the lactating mammary gland which is a well perfused, metabolically active organ.

Immunized cows had less significant changes in their blood transcriptome than the controls, in accordance with the systemic changes that were smaller in these cows, as shown in previous reports indicating that immunization with the *E. coli* J5 bacterin diminished clinical signs and associated symptoms like milk production drop, a parameter that is well correlated with the severity of *E. coli* mastitis^20^. Indeed, the number of DEGs at 12 hpi compared to the 0 hpi time point is smaller in the immunized groups compared to the control group with 44% and 57% fewer DEGs for the IM and IMM groups, respectively. On the other hand, at 40 hpi, this decrease is only seen in the IMM group with a 90% decrease of DEGs, confirming the shorter duration of the mastitis in the IMM group in accordance with recorded systemic and mammary clinical signs. This is confirmed by the lower production of inflammatory cytokines (IL-1β, IL-6, and TNFα) and chemokines (CCL2 and CCL4). In addition, high production of IFNy was detected at 40 hpi in the IM group that corresponded to the probable activation of Th1-related CD4 or CD8 T cells that were primed by systemic immunization. This production was lower in IMM cows, maybe because they received only one injection of vaccine in adjuvant or because antigens from *E. coli* culture supernate in the mammary lumen were not able to expand or differentiate the cells to the same magnitude and/or phenotype as did the systemic immunization. 

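From the counts of DEGs of the 3 groups, the IM group had 48.3% and the IMM group 76.4% fewer DEGs than the CONT group at 12 hpi. Over the processing alternatives the first ran from 32.5 to 57.1% and the second from 61.4 to 80.3%. With one cow left out they ran from 14.5% (without cow 0289) to 74.3% (without cow 3732) in the IM group, and from 65.8 to 96.1% in the IMM group. The count of the other group then stayed that of all its cows, so these ranges also hold the effect of a smaller group. When every library was thinned to the total of the smallest one, the CONT count was at least 1.91 times that of either immunized group. The group difference of the change itself is given by the interaction test.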

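At 40 hpi the IM group had 3.04% fewer DEGs than the CONT group, and the sign of this value was not stable. The IM group had more DEGs than the CONT group, at -115%, without CONT cow 0293, at -92.5% without cow 0275, at -59.6% without cow 3729, at -27.7% without cow 0297, at -15% without cow 0274, at -92.7% with the lane number in the fit and at -18.6% without the 3 libraries that match another cow, and the fits with sample quality weights, without the filter on low counts and with thinned libraries gave -7.3, -6.59 and -1.14%. For a CONT cow left out, the IM count stayed that of all IM cows, so a smaller CONT group also moved these values. The IMM group had 100% fewer, as no gene passed the thresholds, 99.4% with the cow as a block and 95.7% with all groups in one fit. Over the 500 genes that changed most in the CONT group at 40 hpi, the median SD between cows of the change was 0.723 on the log2 scale in the CONT group, 0.674 in the IM group and 0.898 in the IMM group, where these genes were chosen in the CONT group. Over all 13226 genes it was 0.34, 0.296 and 0.343.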

As to the IL-17 cytokine, no difference of secretion could be detected in the plasma at any time point^15^.

To look for the pathways correlating with the systemic and/or mammary scores, WGCNA was implemented. It enabled the identification of two different modules that were associated with lymphocytic functions in the IM group and granulocyte degranulation in the IMM group. The indication that T cell activation was weaker in the IMM group compared to the IM group was interesting and led us to investigate CD4 T cells in the mammary tissue, and not only the blood cell compartment.

We provide evidence that IL-17-producing CD4 T cells are enriched in the tissue of bacterial antigen-exposed mammary glands. The antigen repertoire of these cells is not known and whether they are specific to *E. coli* antigens remains to be determined as previously shown for CD8 T cells in another tissue^21^. The role of IL-17 cytokine in immune responses against extracellular bacteria is now well established^22^. This cytokine is known to participate in the local defence by inducing the production of CXCL8 by epithelial and/or stromal cells during infection by fungi and extracellular bacteria, which in turn induces neutrophil influx and antibacterial peptide secretion at the infection site^23^. Its role in bovine mastitis has been highlighted in several reports. In a mastitis model with *E. coli* infection in mice, the IL-17 response in the mammary gland is instrumental in *E. coli* clearance and reduction of mammary inflammation^24^. In dairy cows, despite reports of IL-17 detection in mastitis cases^25,26^, clear evidence was still lacking about its role in reducing mastitis severity.

IL-17-expressing CD4 T cells may be activated by antigen-presenting cells locally or IL-17 expression follows the secretion of IL-23 and activation of T mammary-resident memory (TRM) cells. IL-17 cytokine by acting on epithelial and stromal cells induces CXCL8 secretion and recruitment of neutrophils as shown by the upregulation of this pathway in the modular analysis. Unfortunately, by measuring cell recruitment in milk every 4 h, we were unable to show an influx difference among the groups. The number of cells in milk may not be completely correlated with precocity or intensity of the recruitment in the tissue since neutrophils need to cross the epithelial barrier to reach the mammary lumen and be identifiable in milk. Furthermore, neutrophil bactericidal activity may differ among conditions depending on the cytokine/chemokine pattern related to the type 3 activity they have encountered. Again we were not able to show any difference of opsonophagocytosis and killing activity among the groups using an in vitro assay^15^, suggesting that the antibody response is not central to the mechanisms of bacterial clearance and mastitis healing. Unfortunately, the production of antibacterial peptides was not measured in the secretion of infected quarters to look for other mechanisms related to type 3 immunity.

What determines the phenotype of TRM cells in the mammary gland is another important question to resolve. For priming immunization, we used an adjuvant that is known to promote the development of cellular response in cattle, with a Th1/Th17 profile as previously shown using a model antigen like ovalbumin^27^. When we evaluated IFNγ and IL-17 production using a whole-blood assay with heat-killed bacteria in the same cows, cytokine production in IM and IMM cows was well above that of CONT cows. Although a high degree of variability was seen from cow to cow, IFNγ and IL-17 production increased after the booster injection in the IM group, suggesting that immunization induced circulating CD4 T lymphocytes producing IL-17A and/or IFNγ, contrary to what was seen in the IMM group. Intra-ductal injection of concentrated *E. coli* culture supernate at this step helped to recruit T cells within the tissue. Pro-inflammatory cytokine response induced locally by *E coli*-derived LPS may have increased homing and/or local proliferation of T cells, notably of IL-17-expressing CD4 T cells, as previously described in the lungs^28^ or the intestine^29^ for CD4 and CD8 TRM cells, respectively. Mechanisms of T cell homing within the mammary tissue are probably determinant and merits to be further examined in order to define the best modalities to settle locally more efficient T cell immunity and to improve the immunization protocol efficacy above the results of our proof of concept study.

When studying the response to immunization, blood transcriptome analysis allowed us to identify the presence of differential genes in IM and IMM, while very few DEGs were identified in the CONT group (Fig. 4b). At B7, activation of functions related to monocytes, neutrophils, and T cells were present in the immunized groups. Also, the modules related to inflammatory response and interferon pathway were activated in the IM group, indicating a stronger systemic inflammatory response in the group that received two vaccine injections in adjuvant. PCA showed that the difference of response was already present at B7 time point with upregulated functions remembering what was seen at time 40 hpi, like activation of neutrophil-related functions and TLR signaling. In contrast, profiles were indistinguishable at the peak of infection (12 hpi). This suggests that the cured group of IMM cows had a response at the time of the booster injection that is predictive of more rapid healing upon infection. A genetic control of the response to immunization cannot be excluded at this point to explain this difference.

To summarize we provided some evidence that the two routes of immunization and two different forms of *E.* coli antigens gave different results of immune activation and protective immunity against mammary *E. coli* infection (Fig. 7). The local route of immunization provided some mechanisms of *E. coli* mastitis control above what was observed in adjuvant-only receiving cows. Systemic immunization was helpful to generate a circulating pool of antigen-specific activated/memory T cells that may be mobilized after mammary infection. However, this recruitment occurred later in the course of mastitis and does not seem to be as protective as was the local immunization. Conversely, the antigenic booster enabled the local establishment of TRM cells that are poised to respond from the beginning of the infection. We provide a proof of principle that mammary type 3 immunity may be instrumental in protection against mastitis. Eliciting type 3 immunity in the mammary gland is likely to help the development of new commercial vaccines.

**Fig. 7:**
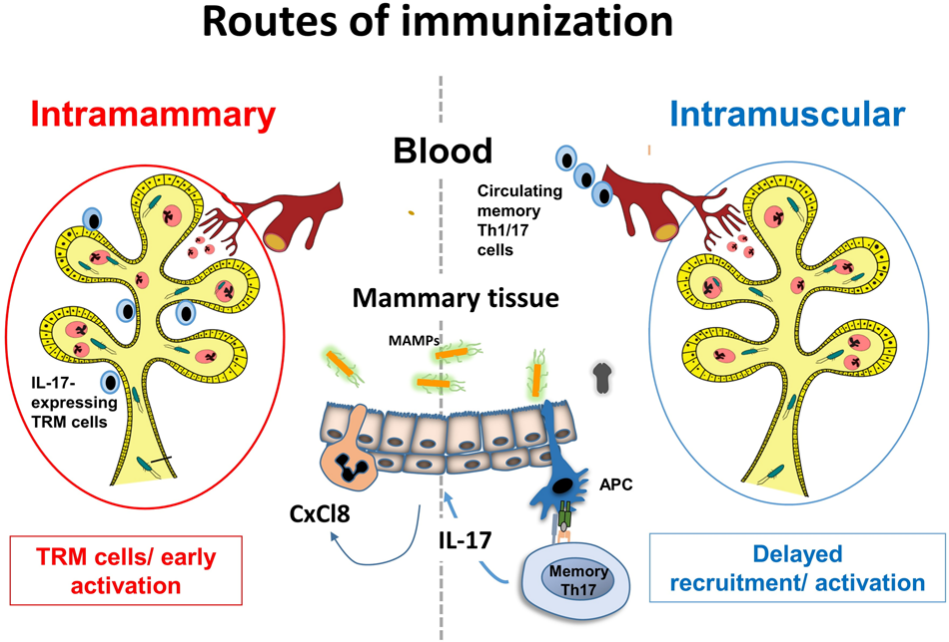
Local mammary immunization establishes resident memory CD4 T cells in the mammary tissue on the contrary to the intramuscular route of immunization. The schematic describes our current view of the beneficial effect of intramammary immunization and compares the two routes of immunization. Systemic injection of killed bacteria in adjuvant produces a pool of Th1/Th17 circulating CD4 T cells. Injection of *E. coli* culture supernate antigens via the teat ductal route enables settlement of CD4 TRM cells in the mammary tissue that are poised to express IL-17 and mobilize a protective response through neutrophil recruitment early during the course of an *E. coli* mastitis.

## Methods

### Animals and ethical statement

All experimental procedures and clinical and laboratory records were previously described in Herry et al.^15^. All procedures involving animals were approved by the Ethics Committee of Val de Loire (France), DGRI’s agreement APAFIS#813-2015061109103810v2. Animal studies were compliant with all applicable provisions established by the European directive 2010/63/UE. All methods were applied by approved staff members in accordance with the relevant standard operating procedures approved by the above-mentioned Ethics Committee. All animals used in this study were handled in strict accordance with good clinical practice and all efforts were made to minimize suffering. In brief, 18 Holstein-Frisian heifers in total were synchronized and inseminated at 15 month-old on average. During the last trimester of the gestation, 12 heifers were immunized using IM injections with heat-killed *E. coli* P4 emulsified in Montanide ISA 61VG® (Seppic, France) oil adjuvant, as recommended by the manufacturer. Two months later, half of the heifers (IM group, *n* = 6) got a second injection as a booster. The others received 50 µg of protein concentrate prepared from a *E. coli* P4 supernate in two quarters (IMM group, *n* = 6). Cows of the control group (CONT, *n* = 6) were injected intramuscularly with adjuvant only twice at the same dates. Cows were then challenged on average at 49 days in milk in one healthy quarter by infusion of a *E. coli* P4 bacterial suspension (10^3^ bacteria).

Forty days after the first challenge, a new mammary infusion with *E. coli* P4 was performed using the same conditions as before, in order to collect tissue samples and to assess the local response. Six previously challenged cows (3 CONT, 3 IMM) were inoculated in one healthy (SCC < 50, 000 cells/mL), and not previously challenged quarter. Clinical data were not collected. SCCs were assessed and *E. coli* bacteria were re-isolated in order to check that inoculation was effective at inducing a mastitis. Cattle were euthanized 16 h after challenge and just before tissue harvest.

### CD4 T cell isolation

Mammary tissue specimens from challenged and control quarters were harvested in the parenchyma region. Mononuclear cells were isolated from 2 g of mammary tissue. Briefly, mammary gland homogenates were incubated with collagenase type IV and DNAse in RPMI for 30 min at 37 °C under agitation. Cells were recovered through Percoll gradient centrifugation and stained with PE-labeled CD45 (CC1, Bio-Rad) and FITC-labeled CD4 (CC8, Bio-Rad) mAbs, before cell sorting using a MoFlo Astrios EQ (Beckman Coulter, Brea, CA, USA).

### RNA extraction

Blood samples were collected in EDTA tubes from the jugular vein at several time points, put on ice, and immediately treated with lysis buffer before storage at −80 °C. Total RNA was extracted from these samples with Nucleospin® RNA Blood kit (Macherey-Nagel). The amount of RNA was determined by measuring 260 nm absorbance using a NanoDrop ND-1000 (NanoDrop Technologies, USA). RNA quality was checked by measuring RIN with a Bioanalyzer (Agilent Technologies, USA). Measured values ranged between 7.8 and 9.3. RNA from isolated CD4 T cells was extracted using Nucleopin® XS kit (Macherey-Nagel).

### Library preparation

RNA-seq was performed at the GeT-PlaGe core facility, INRA Toulouse. RNA-seq libraries have been prepared according to Illumina’s protocols using the Illumina TruSeq Stranded mRNA sample prep kit to analyze mRNA. Briefly, mRNA was selected using poly-T beads. Then, RNA was fragmented, and double stranded cDNA were generated before adaptors were ligated. Eleven cycles of PCR were applied to amplify libraries. Library quality was assessed using a Fragment Analyzer and libraries were quantified by QPCR using the Kapa Library Quantification Kit. RNA-seq experiments were performed on an Illumina HiSeq3000 using a paired-end read length of 2 × 150 pb with the Illumina HiSeq3000 sequencing kits.

### RNA-seq data processing and analysis

Read quality was assessed with FastQC software. Reads were aligned in comparison to the bovine reference genome (UMD3.1.87) with STAR software^30^. Count table was generated with Cufflinks/RSEM^31,32^. Identification of differentially expressed genes (DEGs) was performed with DESeq2 package within the R environment (R Core Team (2013)) following standard normalization procedures. False discovery rate was estimated with Benjamini and Hochberg correction. Expression changes were considered significant when both *q* value < 0.01 and a AbsLog2FoldChange > 1, except when otherwise indicated. DEGs were determined with group comparison at each time point. For control group analysis, the design matrix was defined by design = ~time. For group comparison analysis, the design matrix was calculated by design = ~time + group + time/group.

### Determination of cytokine production

Mammary tissue was weighed to normalization before grounding using ceramic beads (Bio-Rad) in a mixture containing Triton X-100 and a anti-proteases cocktail (Sigma). Plasma, milk, and mammary tissue concentrations for 15 cytokines (IL-1α, IL-1β, IL-1RA, IL-2, IL-4, IL-6, IL-17a, IFNγ, CCL-2, CCL-3, CCL-4, CXCL8, CXCL10, and TNFα) were determined using a Custom bovine cytokines MilliPlex xMAP assay (Merck Millipore). Data were recorded on a MAGPIX flow cytometer using Xponent software (Luminex).

### Modular analysis

To identify immune functions activated at each time point of the transcriptome analysis, a modular analysis was performed with tmod package using normalized count table and modules created by Chaussabel et al.^33^ and Li et al.^34^ as previously described.

### Weighted correlation network analysis (WGCNA)

WGCNA was used to identify co-expressed genes associated with mammary and systemic clinical scores. The WGCNA R package was used for analysis^35^. The minimum module size was set to 30, with a merge cut height of 0.25. The soft-thresholding power as a function of the scale-free topology index was defined at six. In this construction, all pairwise comparisons were conducted between control, IM, and IMM groups. Modules with correlation (*r* ≥ 0.5) and *p* value (≤0.05) were extracted for further inquisition. WGCNA module annotation was carried out with ToppFun^36^. A hypergeometric test with Bonferroni correction was applied to select statistically significant terms.

### Data visualization

PCA and volcanoplot were prepared with DESeq2 rlog-normalized RNA-seq data only. For PCA, the top 500 most variable genes were used. The EnhancedVolcano R package was used for volcanoplot^37^ and the pcaExplorer^38^ was used for PCA. The pheatmap package was used for heatmap visualization^39^. The clustering was based on Euclidean distance. Boxplox graphs were drawn using tmod R package^33,34^. To visualize gene expression and networks, Ingenuity Pathways Analysis (IPA, Qiagen) solfware was used to create network and to examine genes functions. Gene set enrichment analysis was represented in a dendrogram created with the IDEP R script^40^. The network analysis was carried out with IPA Software (Qiagen). Barplot and dot plot representation were performed with GraphPad Prism version 6.01 for Windows (GraphPad Software, La Jolla California USA).

### Statistical methods

All data are presented as the mean value ± SD for *n* = 6 cows per experimental group, with individual values showed as a dot. Statistical analyses were performed using R software by applying Kruskal-Wallis, Mann–Whitney, or repeated measures Wilcoxon tests. The statistical significance was considered with a threshold *p* value below 0.05, except otherwise indicated.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary Information

Reporting Summary Checklist

## Data Availability

Sequence data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) with the accession number GSE159283 and GSE159286.

How the deposited data were processed for this re-analysis (not part of the article)

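Whole blood RNA of 18 cows in the CONT, IM and IMM groups was sequenced at I0, I7 and B7 and at 0, 12 and 40 hpi. The authors prepared stranded libraries of polyadenylated RNA, sequenced them as read pairs, aligned the reads with STAR to the bovine assembly UMD3.1 and counted them per gene. The results name FeaturesCount and the methods Cufflinks and RSEM for the counting; the settings of the counting are not given in the sources used here. The authors deposited the counts as whole numbers, without normalization or filtering: 24616 genes in 105 samples, of which the smallest total was 4859050 and the largest 15885142. No 2 samples had identical counts, and 0 columns of the table were left without a sample. The authors tested with DESeq2, made PCA and volcano plots from its regularized log values, and clustered heatmaps by Euclidean distance.

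The design set before the data were examined named a quasi-likelihood test of the counts as the main test and a negative binomial test as an alternative. Neither was run, because the count table, whose fields are separated by semicolons, was handled as a table of unspecified unit, to which count models were not applied. Limma (version 3.58.1, in R 4.3.3) took their place in every comparison, on log2 CPM of the deposited counts with voom precision weights and TMM library factors, and with the groups, contrasts and thresholds of that design. For the same reason log2 CPM (prior count 2) stand in for regularized log values in PCA and clustering. Genes entered a fit with the CPM that 10 counts make in the library of median size, in at least as many samples as the smallest group held, and with 15 counts in all; over all samples this left 13517 genes. DEGs had a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1. All adjusted p-values across genes in the text are limma's. PCA and clustering used 500 genes, and the clustering was divided into 3 clusters. Random steps used a fixed seed of 20. Tests of single values are exact permutation tests over all regroupings, two-sided unless stated otherwise. The genes named by identifier were to be those that the paper's plots label, cytokine and chemokine genes, and those with the largest rise and fall among the DEGs that changed the same way in each cow. The table gives Ensembl identifiers without gene names, and 0 of them could be matched to the reference gene table, so only the last part of this rule was used, for the 2 largest rises and the 2 largest falls in the CONT group. Comparisons of gene lists and functions were left out for that reason.

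Samples were grouped by treatment and date from their labels and the paper. Samples of the same number come from the same cow. Their deviations from the group and date means correlated at 0.325 on average across all genes over 255 pairs, against -0.065 between cows, and the mean was above 0.1 in 18 of 18 cows, with a lowest value of 0.175. The main fits have no cow block, as in the paper's methods, and the fit with the block is among the alternatives. The samples of the 3 libraries that lie closest to another cow were kept as labelled. The paper defines the cured cows by their lower clinical scores and their gene expression profiles, which are outcomes, and cows were not grouped by outcome here.

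The alternatives were median-of-ratios library factors, no filter on low counts, the cow as a block, no fold-change minimum, other sets of samples in the fit, libraries thinned to the smallest total, other gene numbers for PCA and clustering, average linkage, and each cow left out in turn. Limma-trend, sample quality weights, the sequencing lane as a covariate and leaving out the 3 libraries that match another cow were added after the data were seen. The lane numbers in the sample names put 62 samples on lane L006, 22 on L007 and 21 on L008. The limma comparison of 2 groups of 6 cows was checked on simulated counts with 200 changed genes: 6 against 6 cows made from the CONT samples of 0 hpi gave 94.5% of the changed genes over 12221 genes tested, from the CONT samples of I0 95.0% over 12285, and from the IMM samples of 40 hpi 88.0% over 12332, with 0, 0 and 2 unchanged genes called. The planted changes were all larger than the fold-change minimum, in genes that passed the filter on low counts. Smaller changes, the interactions, the F-tests and comparisons of groups of other sizes were not simulated. At totals of this size a gene at 1 CPM has few counts in a library, and a gene with 0 counts is one not detected at that depth.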

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

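The tests of cow identity, of the pair of near-identical libraries, of the depth of single libraries and of the regrouping of cows for differences between groups were chosen only after the result was seen; the check that cow numbers pair the samples was set before. Samples far from the others of their group were sought in 48 groups of 5 or 6 samples, over library totals, response sizes, distances from 0 hpi and correlations with the own cow. In 6 groups the farthest sample lay beyond the 95% limit for a gap, where chance gives 2.4.

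In 3 groups the correlation of a sample with its own cow, over 100 genes that differ between cows, lay far below that of the others: 0.258 for CONT cow 0282 at 0 hpi, 0.471 for IM cow 0281 at 0 hpi and 0.112 for IMM cow 0284 at B7. These are the 3 of 105 samples that lay closest to another cow, as the correlations with that cow were 0.675, 0.733 and 0.781. The lowest of these, 0.675, is above 0.512, the highest correlation of any other sample with a cow not its own. With cow means made without the 3 samples, they matched the other cow at 0.736, 0.786 and 0.76 and their own at 0.184, 0.388 and 0.116. The library depth argues against a cause in low counts, as the smallest total of the 3 was 6.08 M and libraries with smaller totals matched their own cow. A candidate explanation is that these samples carry the label of another animal. For the first pair the partner is in place: the libraries labelled CONT cow 0282 and IM cow 0281 at 0 hpi each matched the other animal, as exchanged labels would give. Where the exchange took place, in the blood samples, the libraries or the labels, cannot be read from the counts, and no biological explanation was tested.

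The library labelled IMM cow 0284 at B7 has no such partner. Its counts lay close to those of the library labelled IM cow 0286 at 12 hpi: over 11377 genes the chi-square per gene between them was 1.83, where sampling noise alone gives about 1. The second closest of the 5460 pairs of libraries had 6.08, the next closest pair with either library 23, and the median pair 54. The totals were 6.08 and 5.39 M, both libraries carry lane number L008, and their log2 CPM correlated at 0.98 across genes. This may be a library of cow 0286 at 12 hpi sequenced under 2 names, or a mixture made of it; the counts differ by more than sampling noise, so they are not the same reads. An infected sample among those of B7 would raise genes of the infection there. Of the 96 over-expressed genes of the IMM group at B7, 50 were called only with this library. Of those 50, 34 (68%) were also over-expressed in the IM group at 12 hpi, as were 25 of the other 46 (54.3%). Of all genes tested in both, 3.02% were. The IM genes of 12 hpi were called with the near-identical library of cow 0286 among the samples, so that this overlap is not independent evidence.

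The correlation of CONT cow 0282 at 40 hpi with its own cow was 0.809, below the others of that group. With cow means made without the 3 mismatched samples it was 0.893 and lay within the limit, so that the low value may come from the mismatched 0 hpi library in the mean of its cow.

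The response size of CONT cow 0293 at 40 hpi was 1.43, where the other CONT cows had between 0.589 and 0.81. After thinning every library to the smallest total it was 1.47 and still beyond the limit, which argues against library depth. The cow matched its own samples, and a stronger response of this animal to the infection stays open and was not tested; the label of a single time point could be wrong without a change of cow, which was not tested either.

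The library of IMM cow 3734 at I7 had a total of 9.18 M, where the other 5 lay between 12.3 and 13.8 M. It lies within the span of totals of the study, and no biological explanation was tested.

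Differences between groups in the change from 0 hpi were called for 3 genes at 12 hpi, IMM against CONT, and for 1 gene at 40 hpi, IM against CONT. When the cows were regrouped between the 2 groups, each keeping its samples, the real grouping alone gave a count as large, 1 of 100 regroupings for each. These 2 differences were chosen for their counts among the 9 tested, so that this share overstates how firmly chance can be excluded; with single cows left out, the counts were 0 without any of 12 cows and of 9 cows, respectively. The counts themselves depend on the model: with the lane number in the fit both were 0, and limma-trend gave 34 and 3. Without the 3 libraries that match another cow both were 0 as well, and sample quality weights gave 15 and 19. The called genes of the main fit had a higher change in the immunized group, as did those of limma-trend; with sample quality weights 17 of the 19 genes at 40 hpi did and 2 had a lower change. A difference between the lanes therefore stays open as a technical explanation, as does a difference in the response of the immunized cows, which was not tested further.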

How the results depend on the processing

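The alternatives limma-trend, sample quality weights, sequencing lane and leaving out the 3 libraries that match another cow were chosen only after the result was seen, and the others were set before the data were examined. The planned DESeq2 test, regularized log values, and the set tests of gene lists were not run: limma and log2 CPM took the place of the first 2, and the genes have no names to match the lists. Of 1258 values over 64 results, 1136 stayed on their side of the threshold or within their spread, 118 moved, 1 reversed, 2 became weaker and 1 stronger. The first of these numbers includes values of the percentage of fewer DEGs in IM at 40 hpi whose sign changed within its spread. Unless a cause is given, the cause was not tested.

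Without the fold-change minimum more genes pass by construction. The counts were then 3002 and 896 in CONT at 12 and 40 hpi, 1687 and 892 in IM, 624 in IMM at 12 hpi, 207 in IM and 420 in IMM at B7, and 237 over- and 72 under-expressed genes in common between 12 and 40 hpi in CONT. With the cow as a replicate block the counts were 3 in IMM at 40 hpi, 9 for the difference of IM from CONT at 40 hpi, 3, 237 and 220 at B7 in CONT, IM and IMM, 2 for the difference of IMM from CONT at B7, 157, 130 and 68 over- and 10, 21 and 1 under-expressed genes of IM only, IMM only and both at B7, and 28, 1 and 5 for 0 hpi against I0 in CONT, IM and IMM; IMM at 40 hpi then had 99.4% fewer DEGs than CONT. The block changed no other call and moved no other count by more than 1.5 times. With all groups in one fit the counts were 523 in IMM at 12 hpi and 18 at 40 hpi, 95.7% fewer than CONT. With only the compared samples in the fit, B7 gave 48 in IM and 4 in IMM. This fit has fewer samples for the estimate of the spread, but whether that lowered the counts was not tested. After thinning all libraries to the smallest total, 1 gene was called at I7. With the 500 most variable genes, 2 samples of 12 hpi and 1 of IM at 40 hpi clustered with 0 hpi, and with average linkage 2 of 12 hpi.

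Limma-trend gave 3 genes for the difference of IM from CONT at 40 hpi, 34 for that of IMM from CONT at 12 hpi, 1 at I7 and 17 under-expressed genes in common in CONT. Sample quality weights gave 532 in IMM at 12 hpi, 5 and 19 for the difference of IM from CONT at 12 and 40 hpi, 15 for that of IMM from CONT at 12 hpi, 1 at I7, and 1 at B7 both for IMM against IM and for the F-test. With sequencing lane as covariate the counts were 193 in CONT at 40 hpi, 0 for the difference of IM from CONT at 40 hpi, 0 for that of IMM from CONT at 12 hpi, and 64 over- and 10 under-expressed genes in common. Leaving out the samples matching another cow gave 0 and 0 for those differences, 49 in IMM at B7, 14 under-expressed genes in common and 26.8% on axis 2 of the IMM samples of B7.

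With each cow left out, the counts ran from 178 (without cow 0293) to 411 in CONT at 40 hpi, also 199 without cow 0275 and 240 without cow 3729. They ran from 350 (cow 3732) to 1163 (cow 0289) in IM at 12 hpi, also 377 (cow 0279) and 398 (cow 0281), and from 53 (cow 3735) to 466 in IMM at 12 hpi, also 57 (cow 0292), 65 (cow 0283) and 111 (cow 3725). At B7 they ran from 32 (cow 0281) to 116 in IM and from 15 (cow 0284) to 153 (cow 0283) in IMM. For differences between groups they ran from 0 to 12 (cow 3732) for IM against CONT at 12 hpi, from 0 to 7 (cow 3734) for IM against CONT at 40 hpi and from 0 to 25 (cow 3732) for IMM against CONT at 12 hpi. At I7 they ran from 0 to 3 (cow 0286), and at B7 from 0 to 1 (cow 0281) both for IMM against IM and for the F-test. The genes in common in CONT ran from 62 (cow 0275) to 176 over-expressed and from 9 (cow 0275) to 21 under-expressed. IM at 40 hpi had from -115% (cow 0293) to 30.9% fewer DEGs than CONT. Axis 2 held 14.7 to 26.8% (cow 0284) at B7 and 18.8 to 27.1% (cow 0284) at 12 hpi, and axis 1 held 42.4 to 56.9% (cow 0283) at 40 hpi, in the IMM samples.

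The response size at 40 hpi of IM minus CONT reversed to 0.0103 without cow 0293, the cow with the largest response, with a lowest value of -0.192 (cow 0289), and was -0.0749 without the 3 libraries that match another cow. At 12 hpi the difference of IMM from CONT ran from -0.379 to -0.231 and passed the adjusted threshold only without cow 0292, at -0.379; over all 23 settings its adjusted p ran from 0.0476 to 0.333. The other 4 differences of response size kept their sign in every setting but moved with single cows. IM minus CONT at 12 hpi was -0.122 without cow 0289. IMM minus IM at 12 hpi was -0.00186 without cow 0284, -0.0213 without cow 3732, -0.0576 without cow 0281, -0.151 without cow 0292 and -0.197 without cow 0289. At 40 hpi, IMM minus CONT was -0.227 without cow 0293, and IMM minus IM was -0.146 without cow 3725. The log2 fold change of ENSBTAG00000035224 no longer passed at 10.36 without cow 0275 and at 10.73 with all groups in one fit. The percentage of fewer DEGs in IM at 40 hpi lies close to 0 and changed sign in several settings, down to -92.7% with the lane in the fit and -115% without cow 0293. Every other result with a direction kept it under the alternatives run for it.

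The counts of DEGs in CONT at 12 hpi (975 to 1295 with a cow left out) and in IM at 40 hpi (273 to 370) moved only with the fold-change minimum. Median-of-ratios factors and the absence of a filter on low counts moved no count by more than 1.5 times. The depth limits what can be called: after thinning to 4859050 counts per library CONT had 1209 DEGs at 12 hpi and 351 at 40 hpi.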

Differences from the paper's values

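The alternatives cited here were set before the data were examined, and none was chosen only after the result was seen apart from limma-trend. Every one of those run, whether library factors, filter, cow block, fold-change minimum, samples in the fit or thinning, leaves a difference of more than 1.5 times from the paper's value for each count below, and none closes it. The paper's tool was not run.

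For the CONT group at 12 hpi the paper's value is 5214 DEGs (2653 over- and 2561 under-expressed), against 1361 here (547 and 814); the closest alternative, without the fold-change minimum, gave 3002 (1419 and 1583). For the CONT group at 40 hpi the paper's value is 3385 (2202 over and 1183 under), against 395 here (363 and 32), and 896 (746 and 150) without the minimum. The genes in common between the times are 832 over- and 447 under-expressed in the paper, against 128 and 26 here, and 237 and 72 without the minimum. At I7 the paper's value is 600 genes, against 0 here by limma, with 1627 genes at an unadjusted p under 0.05, 1 gene after thinning and 1 by limma-trend, which was chosen after seeing the values. For the genes upregulated at B7, the paper's values are 389 in the IM and 416 in the IMM group, placed in its Venn diagram in those groups only, and 399 in common, against 69, 78 and 18 here; with the cow as a block they were 157, 130 and 68, and without the fold-change minimum 109, 271 and 84. For the under-expressed genes of B7 the diagram gives about 100 for IM only, about 160 for IMM only and about 47 for both in Fig. 4b, read by eye, against 1, 2 and 0 here, 10, 21 and 1 with the cow as a block and 7, 58 and 7 without the fold-change minimum.

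The percentages of fewer DEGs at 12 hpi, the number of genes in the table and the shares of the PCA axes did not differ by this measure. The mean depth is 10.3 M in the paper and 10.6 M here, but the former counts reads of both ends and the latter counts assigned to genes, so that they are not the same quantity. The paper states that the number of reads was lower at 12 hpi than at the other times in the CONT and IM groups; here the totals of 12 hpi were compared within cows with those of 0 and 40 hpi only, and the smallest exact permutation p was 0.188 in the IM group, with no difference shown. With 5 CONT cows the exact test could not go below p = 0.0625, which the fall against 40 hpi reached, so that it cannot decide for that group. The CONT mean at 12 hpi, 8.29 M, was also below those of I0, I7 and B7 (11.5, 11.5 and 10.7 M), which goes with the paper's statement and was not tested; the IM mean at 12 hpi, 9.2 M, was below those of I0 and I7 (11.8 and 9.95 M) and above that of B7 (8.8 M). The paper states that the numbers of DEGs at 12 hpi were not different between the groups and also that they were lower in the immunized groups; here they were 1361, 703 and 321. The paper states that the profiles of the groups differed at B7; here limma called 0 genes between any 2 groups at that time, with 717, 1194 and 755 genes at an unadjusted p under 0.05 and 0 by limma-trend. The paper states that at 40 hpi the decrease of DEGs was seen only in the IMM group, and the IM and CONT counts here were likewise 383 and 395.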

Other observations

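The tests of the specificity of the B7 response, of the sequencing lane and of the counts of 0 between groups and for CONT at I7 were chosen only after the result was seen, whereas the tests of depth, of the spread between IMM cows and of other splits of the samples for changes within a group were set before.

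The CONT group had more DEGs than the immunized groups at 12 hpi. A difference in library depth is argued against, as after thinning every library to the smallest total the CONT count was still 1.91 times the larger of the immunized groups' counts or more, although its libraries were not the deepest. Sequencing lane is argued against as the whole source of the changes in CONT at 12 hpi, as 1208 DEGs were called with the lane number in the fit, but at 40 hpi the count fell from 395 to 193 and that of over-expressed genes in common from 128 to 64, so that a part from the lanes stays open there. Up to 3 samples carry the same index and lane number, so that a lane number covers more than 1 run, and the runs were not tested. A weaker mean response of the immunized cows and a larger spread between them can both lower a count. At 12 hpi the median SD between cows over all genes was 0.349 in IMM, 0.398 in IM and 0.376 in CONT, so that the IMM spread was not larger, with a slope of the IMM mean change of 0.575 on the mean CONT change; over the 500 genes that changed most in CONT the SDs were 0.977, 1.1 and 0.937. For the IMM group at 40 hpi, the mean change had a slope of 0.486 on the mean CONT change, against 0.841 for the CONT cows on the mean of the others, but the exact permutation test of the cows gave p = 0.0823. The median SD between cows was 0.898 in IMM against 0.723 in CONT over the 500 genes that changed most in CONT, and practically equal over all genes (0.343 against 0.34), so that a larger spread is seen only in the former. The slopes of single IMM cows ran from 0.029 (cow 3725) to 0.875 (cow 3734), so that all lay below 1. A slope below 1 does not by itself show a weaker mean response. The CONT cows also averaged below 1 on the mean of the others, with a lowest slope of 0.589 (cow 0297). As the slopes of the 2 groups overlap, the 2 explanations cannot be told apart with 6 cows.

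Other splits of the samples were counted for each comparison. For CONT, IM and IMM at 12 hpi, for CONT and IM at 40 hpi and for IM and IMM at B7, the real split alone gave a count as large, 1 of 32 splits that part the 2 samples of each cow, so that chance can be excluded at that level. The next largest count was 419 for IM at 12 hpi and 17 for IM at B7. Of 50 further splits that keep some pairs together, 1 gave a count as large for IMM at B7, with 107 genes, and none did for the other 6. For each comparison with 0 DEGs every split gives a count as large: 32 splits for changes within a group, 462 or 126 between 2 groups, and 18564 at I7, so that nothing can be excluded there.

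The responses of the IM and IMM groups to the booster were compared without a threshold. The change of each cow from I0 to B7 was correlated across genes with the mean change of the other cows of its own group. It was also correlated with the mean change of the other group. These correlations averaged 0.464 and 0.46, a difference of 0.00358 (one-sided exact permutation test over 462 regroupings, p = 0.281). Without the 3 libraries that match another cow the p was 0.175. A different response of the groups across genes may therefore exist, but it was not detectable with 5 and 6 cows.

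The number of samples that lie with another cow than the one in their name was 3, for which a wrong label is a candidate explanation, tested above. In Fig. 5a of the paper, 1 sample of the IMM group lies apart from the others along the first axis at B7. In the PCA here a single library also lay apart, that labelled cow 0284, which matched IM cow 0286 and its 12 hpi library (chi-square per gene 1.83). Fig. 5a gives no cow number, so whether the sample is the same is not known. Without the mismatched libraries the DEGs of the CONT group were 1262 at 12 hpi and 291 at 40 hpi, those of the IM group 586 and 345, and those of the IMM group 321 and 0.

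Some further comparisons were made, of which the text of the paper gives no values. Between I0 in late gestation and 0 hpi in lactation, limma called 0 DEGs in the CONT group (1819 genes at an unadjusted p under 0.05, 0 by limma-trend), 0 in the IM group (1238, 0) and 0 in the IMM group (756, 0). With the cow as a block the counts were 28, 1 and 5. In the CONT group 0 DEGs were called at I7 against I0, after adjuvant alone, with 229 genes at an unadjusted p under 0.05 and 0 by limma-trend. The IM group shared 144 over- and 24 under-expressed genes between 12 and 40 hpi.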
